# Epigenetic Changes Regulating Epithelial–Mesenchymal Plasticity in Human Trophoblast Differentiation

**DOI:** 10.3390/cells14130970

**Published:** 2025-06-24

**Authors:** William E. Ackerman IV, Mauricio M. Rigo, Sonia C. DaSilva-Arnold, Catherine Do, Mariam Tariq, Martha Salas, Angelica Castano, Stacy Zamudio, Benjamin Tycko, Nicholas P. Illsley

**Keywords:** trophoblast, differentiation, epithelial–mesenchymal transition, DNA methylation

## Abstract

The phenotype of human placental extravillous trophoblast (EVT) at the end of pregnancy reflects both differentiation from villous cytotrophoblast (CTB) and later gestational changes, including loss of proliferative and invasive capacity. Invasion abnormalities are central to major obstetric pathologies, including placenta accreta spectrum, early onset preeclampsia, and fetal growth restriction. Characterization of the normal differentiation processes is, thus, essential for the analysis of these pathologies. Our gene expression analysis, employing purified human CTB and EVT cells, demonstrates a mechanism similar to the epithelial–mesenchymal transition (EMT), which underlies CTB–EVT differentiation. In parallel, DNA methylation profiling shows that CTB cells, already hypomethylated relative to non-trophoblast cell lineages, show further genome-wide hypomethylation in the transition to EVT. A small subgroup of genes undergoes gains of methylation (GOM), associated with differential gene expression (DE). Prominent in this GOM-DE group are genes involved in epithelial–mesenchymal plasticity (EMP). An exemplar is the transcription factor *RUNX1*, for which we demonstrate a functional role in regulating the migratory and invasive capacities of trophoblast cells. This analysis highlights epigenetically regulated genes acting to underpin the epithelial–mesenchymal plasticity characteristic of human trophoblast differentiation. Identification of these elements provides important information for the obstetric disorders in which these processes are dysregulated.

## 1. Introduction

Differentiation of cytotrophoblast (CTB) into invasive extravillous trophoblast (EVT) is a crucial element in human placentation. The EVT at the distal ends of chorionic villi attach the placenta to the decidua, acting as anchor points for the placenta [1]. EVT cells moving into the uterus from the implantation site early in pregnancy form plugs in the spiral arteries, preserving a low oxygen environment around the conceptus and promoting trophoblast proliferation in the rapidly growing placenta [2]. EVT then acts as a key cell type in remodeling the maternal spiral arteries to efficiently deliver maternal blood to the intervillous space [1].

Elucidation of the differentiation and invasion processes, whereby anchored CTB is transformed into invasive EVT, is central to our understanding of placental development and major obstetric pathologies. One such condition is early-onset preeclampsia (PE), in which EVT invasion is more limited than in normal pregnancy, leading to decreased spiral artery remodeling, reduced uteroplacental blood flow, increased oxidative stress, maternal endothelial damage, and clinical sequelae [3,4]. At the other extreme is the placenta accreta spectrum (PAS), where EVT invades more deeply into the uterus, with loss of decidual tissue and direct adherence of villous tissue to the myometrium. This also results in atypical remodeling of deeper uterine vessels, possibly as deep as the radial arteries [5], leading to potentially fatal hemorrhage at delivery when PAS goes undetected. In both disorders, invasion is abnormal, raising questions regarding the invasion mechanism and its control.

Prior research has suggested that a key molecular mechanism governing trophoblast differentiation and invasion is an epithelial–mesenchymal transition mechanism (EMT [6,7,8]). EMT is common to multiple processes, such as gastrulation, wound healing, and cancer metastasis, whereby anchored epithelial cells are converted to an invasive, mesenchymal phenotype [9]. We have demonstrated changes in gene expression indicative of an EMT-like mechanism in both first- and third-trimester EVT [10,11]. While first-trimester EVT occupies a relatively mesenchymal position on the EMT spectrum, term EVT appears to show a degree of regression towards the epithelial pole [12]. This epithelial–mesenchymal plasticity (EMP) reflects the loss of EVT invasiveness observed in mid- and late pregnancy. The reduction in invasion later in gestation is part of normal establishment of the placenta, a process which may go awry in pathologies such as preeclampsia, growth restriction, and accreta. These events prompted us to investigate the differentiation process in depth, via measurements of gene expression and DNA methylation.

## 2. Materials and Methods

### 2.1. Placental Tissue and Cell Isolation

Tissue used in this report was obtained from normal, term (≥39 weeks’ gestational age) pregnancies, delivered by elective caesarean without labor. Tissue was transported to the laboratory, on ice, and processed within 20 min of delivery. Excluded were pregnancies with medical or obstetric complications, mothers under 18 years of age, or with a BMI ≥ 30.

EVT and CTB were isolated from these placentae for RNA sequencing and DNA methylation analysis as previously described [11]. A thin (3–4 mm) layer of tissue from the maternal-facing basal plate of the placenta was removed immediately following delivery. Tissue (~20 g) was washed ×2 in phosphate-buffered saline (PBS), then further dissected into small pieces (2–4 mm) and washed ×2 in PBS. Following dissection, the placental tissue was incubated at 37 °C in calcium- and magnesium-free Hank’s Balanced Salt Solution (HBSS) containing 10 mM Hepes, pH 7.4, with 0.05% trypsin (ThermoFisher Scientific, Waltham, MA, USA), 0.1% dispase (Worthington Biochemical, Lakewood, NJ, USA), and 12 U/mL Universal Nuclease (ThermoFisher). Tissue was incubated for 20 min in the digestion mix, and then the supernatant was decanted through a 100-μm filter into FBS (final concentration 10%; Atlanta Biologicals, Flowery Branch, GA, USA) and placed on ice. Another aliquot of the digestion solution was added to the remaining tissue, and the incubation and filtration steps were repeated, ×2. Cells were pelleted by centrifugation (10 min, 1200× *g*, 4 °C) and resuspended in Separation Buffer (SB; calcium- and magnesium-free HBSS containing 2 mM EDTA, 0.5% BSA, pH 7.4 at 4 °C). Lysis of red blood cells in the cell suspension was performed by rapid mixing of the cell suspension with an NH_4_Cl solution to obtain a final solution containing 155 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA, pH 7.4. Following incubation of this lysis mixture for 10 min at room temperature, the cells were passed serially through 70 and 40 μm filters before centrifugation at 1200× *g* for 10 min (4 °C; unless otherwise stated, all subsequent steps were carried out at 4 °C). Cells were resuspended in Dulbecco’s Modified Eagle Medium (DMEM) without calcium, containing 10% FBS, 1% penicillin/streptomycin, and adjusted to pH 7.4 (DMEM buffer). After a further wash in DMEM buffer, the cell mixture was divided into two aliquots, which were incubated with either a mouse monoclonal anti-HLA-G antibody coupled to R-phycoerythrin (HLA-G-PE, 1:500, clone MEM G/9; Abcam, Waltham, MA, USA) for isolation of EVT, or with a mouse monoclonal anti-integrin ß4 antibody coupled to R-phycoerythrin (ITGß4-PE, 1:500, clone 58XB4, BioLegend, San Diego, CA, USA) for isolation of CTB. The cell mixture was incubated with the antibody for 30 min. Labeled cells were washed ×2 in DMEM buffer (400× *g*, 5 min), resuspended, counted, and the volume was adjusted to give 10^7^ cells/100 μL. Cells were incubated with anti-PE microbeads (10 μL microbeads/10^7^ cells; Miltenyi, San Diego, CA, USA) for 20 min, washed, and resuspended in DMEM buffer. Isolation of HLA-G- and ITGß4-labeled cells was performed on an AutoMACS immunomagnetic cell separator (Miltenyi) using a double-column, positive selection procedure, as specified by the manufacturer. In addition to the CTB isolated from the basal plate, CTB was also prepared from villous tissue, obtained from the area midway between the placental basal and chorionic plates. Cells were prepared in the same way as the CTB isolated from the basal plate and are referred to as villous CTB (vCTB).

After separation, cells in the positive-selection fractions were counted, spun down (400× *g*, 5 min), and cell samples were taken to assess purity using flow cytometry. These samples were incubated with Sytox Green (30 nM, 20 min, room temperature; ThermoFisher) for assessment of cell death. Labeled cells were analyzed by flow cytometry using a Cytomics FC500 flow cytometer (Beckman-Coulter, Indianapolis, IN, USA). After analysis by flow cytometry, cells labeled by the anti-HLA-G antibody were found to comprise 95.6 ± 1.2% of the EVT fraction (*n* = 9). Cells labeled by the anti-integrin ß4 antibody comprised 96.8 ± 0.6% of the CTB fraction (*n* = 9).

Cells were aliquoted for preparation of RNA (0.5 − 1.0 × 10^6^ cells/sample) or DNA (1.0 × 10^6^ cells/sample) and washed in PBS. Cells for preparation of RNA were pelleted and then lysed immediately in Qiazol (Qiagen, Valencia, CA, USA) and frozen at −80 °C. Cells for DNA preparation were directly frozen at −80 °C after pelleting.

For the fresh/incubated comparison, freshly isolated EVT were divided into two aliquots. The first aliquot (1 × 10^6^ cells) was immediately extracted in Qiazol, as described above. The second aliquot was plated onto fibronectin-coated 6-well plates (1 × 10^5^/well) immediately after isolation and cultured for 72 h in DMEM/F12 containing 1% penicillin/streptomycin, 10% FBS, and 50 µg/mL gentamicin (ThermoFisher). Medium was replaced after 24 and 48 h, and cells were extracted into Qiazol after 72 h.

### 2.2. siRNA Treatment

JEG3 choriocarcinoma cells (ATCC, Manassas, VA, USA) were cultured at 37 °C in DMEM/F12 containing 1% penicillin/streptomycin, 10% FBS (DMEM/F12). Cells (3 × 10^5^) were plated in each well of a 6-well plate and cultured to obtain a confluence of ~70%. Cells were transfected with 30 nM siRNA (Silencer Select, ThermoFisher) directed against RUNX1 (Silencer^®^ siRUNX1; #AM16708, assay ID 106564), or a negative control (siNEG; negative control #1), made up in Advanced DMEM/F12 (LDP, Cat# 12634010), and mixed with RNAiMAX (ThermoFisher) diluted in Advanced DMEM/F12 according to the manufacturer’s protocol. Following the addition of the siRNA/RNAiMAX mixture, cells were incubated overnight in Advanced DMEM/F12 without antibiotics and then switched to complete DMEM/F12 for a total incubation period of 48 h. At the end of the incubation period, cells were used in the migration/scratch assay and were also extracted, after washing, into Qiazol for qRT-PCR or into RIPA lysis buffer for Western blotting.

### 2.3. Cell Migration and Invasion Assays

The migration of JEG3 cells was measured using a scratch assay. After a 48-h transfection, JEG3 cells (siRUNX1 or siNEG) were plated in a 12-well plate and grown to 70–80% confluence (18–24 h). Once at the requisite confluence, the cell layer was scraped in a straight line using a 1 mm sterile pipette tip. After scratching, the cell monolayer was washed to remove detached cells, then replenished with fresh medium. Wells were imaged by phase-contrast microscopy at 0, 24, 48, and 72 h.

For the Transwell invasion assays, Matrigel was thawed on ice and prepared at a concentration of 0.2 mg/mL, diluted in Advanced-DMEM/F12. Cold Fluoroblok inserts (VWR, Cat# 62406-504) were coated with 100 µL of Matrigel and incubated at 37 °C overnight to allow the Matrigel to gel. Cell suspensions (~60,000 cells per well; siNEG or siRUNX1 cells) were added to each of the four wells. Subsequently, 0.5 mL of DMEM/F12 was added to the lower reservoir of each well, and the plate was incubated for 48 h. After incubation, calcein AM stock (Life Technologies, Santa Clara, USA, Cat# C1429; 1 mM in DMSO) was diluted to 2µM in warm HBSS/Hepes. The medium from the bottom reservoir was removed by aspiration, and the reservoir was washed with HBSS/Hepes. Subsequently, 0.5 mL of the diluted calcein AM solution was added to the bottom reservoir of the wells, and the plate was incubated at 37 °C for 60 min. Total fluorescence was read from the bottom of the plates using a BioTek Synergy HT plate reader with excitation of ~488 nm and an emission of ~520 nm.

### 2.4. RNA Sequencing

RNA was extracted using the miRNeasy Micro kit (Qiagen) according to the manufacturer’s instructions. Genomic DNA was enzymatically digested by DNase I treatment, and total RNA was captured by column purification. Both RNA concentration and integrity were quantified on an RNA 6000 Nano Chip using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). These cell fractions yielded RNA with RIN scores of 8.7 ± 0.3 (EVT) and 9.4 ± 0.2 (CTB), sufficient quality for analysis.

RNA sequencing was performed by the Genomics Center at Rutgers—New Jersey Medical School. Prior to RNA sequencing, the quality of the RNA was checked using Agilent Tapestation. The RNA was ribosome-depleted using the Ribo-Zero kit (Illumina, San Diego, CA, USA). Ribosome-depleted RNA was used to make cDNA libraries using the NEBNext Ultra II RNA Library preparation kit for Illumina and NEBNext Multiplex Oligos for Illumina as per the manufacturer’s protocol (New England Biolabs, Ipswich, MA, USA). Briefly, ribosome-depleted RNA was chemically fragmented and reverse-transcribed to make cDNA. The resulting cDNA was end-repaired and A-tailed. Adapters were ligated, and libraries were PCR amplified using indexed primers. Libraries were then purified using Ampure XP beads (Beckman Coulter) and quantified using TapeStation and Qubit. Sequencing was performed on an Illumina NextSeq 500 with a 1 × 75 configuration. The resulting raw data (bcl files) were converted to Fastq files and demultiplexed using Illumina software (bcl2fastq).

### 2.5. RNA Sequencing Data Analysis

Quality control on raw Fastq files was performed using FastQC v0.11.8 (www.bioinformatics.babraham.ac.uk, accessed on 5 January 2019), and reads were mapped to the hg38 genome build with STAR v2.7.4a [13] using the following parameters: --runMode alignReads; --outSAMtype BAM Unsorted; --readFilesCommand zcat; --genomeLoad LoadAndKeep; --clip3pAdapterSeq AGATCGGAAGAGC; --clip3pAdapterMMp 1; –-outFilterScoreMinOverLread 0.3; –-outFilterMatchNminOverLread 0.3. Feature counts were generated using SAMtools v1.10 [14] in combination with HTSeq v0.11.2 [15]; specifically, the output of the “samtools view” command was piped to the “htseq-count” command with the –stranded = reverse parameter in the Python v3.6.1 environment. Human Genome Organization Gene Nomenclature Committee (HGNC) symbols were updated using the R package HGNChelper v0.8.1 [16].

### 2.6. Differential Abundance Analysis

Statistical testing for differential transcript abundance was performed with DESeq2 v1.34.0 [17] in R using models that included the cell type and subject identifier (placenta of origin). Assigned fetal sex was considered separately since its inclusion, together with subject information, provided a design formula that was not full rank, such that models could not be fit. Statistical significance was considered to be a false discovery rate (FDR) < 0.05 using the Benjamini–Hochberg procedure.

### 2.7. Functional Enrichment Analysis and Visualization

Functional enrichment was assessed by overrepresentation analysis (hypergeometric test) using the enricher() function in the clusterProfiler v4.2.2 R package [18]. Specifically, we tested for enrichment of the Hallmark gene sets (v7.4) obtained from the Molecular Signatures Database (MSigDB) collections using differentially abundant transcripts (FDR < 0.05) compared to the background of all mapped transcripts; parameters included gene sets between 10 and 250 members in size, a threshold *p*-value of 0.05, and the Benjamini–Hochberg procedure for *p*-value adjustment.

The GeneTonic v1.6.1 workflow [19] was used for interactive visualization of the enrichment results. In this environment, the expression and statistical results tables generated by DESeq2 were combined with the enrichment analysis results obtained from clusterProfiler and an annotation data table acquired using the AnnotationDbi v1.56.2 package and the Bioconductor annotation package org.Hs.eg.db v3.14.0. Gene-gene set bipartite network graphs were produced using the ggs_graph() function and visualized using the visIgraph() function in the visNetwork library (https://CRAN.R-project.org/package=visNetwork, accessed on 5 January 2019). Individual heatmaps for enriched hallmark pathways were generated using the gs_heatmap() function. Radar plots and volcano plots were created with the gs_radar() and gs_volcano() functions, respectively. Alternate renderings of these results were generated with Prism v.10.4.1 (GraphPad Software, San Diego, CA, USA). Biological process enrichment analysis was also performed using GORILLA (Gene Ontology enRIchment anaLysis and visuaLizAtion tool [20,21]). A list of target genes was utilized in conjunction with a background list comprising all mapped transcripts.

### 2.8. DNA Methylation

Analysis of DNA methylation was performed as described previously [22], using Illumina Infinium Methylation EPIC v1 BeadChips. High molecular weight DNA was prepared from the frozen cell pellets by standard SDS/proteinase-K lysis followed by precipitation in 80% isopropanol with glycogen as a carrier. Genomic DNA quality was evaluated by gel electrophoresis, and quantity was determined using the PicoGreen DNA quantification assays (Life Technologies). Analysis of the DNA was performed using Illumina Infinium Methylation EPIC v1 BeadChips according to the manufacturer’s instructions. The methylation assays were carried out at the Roswell Park Cancer Institute Genomics Shared Resource. BeadChip-based methylation assays involve bisulfite conversion of the genomic DNA, in which unmethylated cytosines are converted to uracil. This is followed by primer extensions to query the percentage methylation at each of 862,927 (850 K) CpG dinucleotides, covering CpG islands (CGIs) within and around both promoter and non-promoter regions, as well as many non-island promoter regions, associated with 99% of RefSeq genes. The resulting dataset was processed with GenomeStudio (v2011.1) software using the Methylation Module (v1.9.0). After background correction and normalization to internal controls, the percentage methylation (AVG_Beta) at each CpG queried by the array was calculated. Poorly performing probes with missing values (AVG_Beta detection *p* > 0.05 occurring in more than one sample per subgroup), probes mapping to the X or Y chromosome, and SNP probes were removed.

### 2.9. Expression/Methylation Correlation Analysis

The methylation dataset was pre-processed from raw IDAT BeadArray files using the minfi v1.50.0 package [23] to generate a GenomicRatioSet object. Pre-processing steps included removal of probes mapping to X and Y chromosomes, SNPs, and multiple regions of the genome, which was followed by calculation of beta values. RNA-seq data were processed as described previously, with the exception that the hg19 genome build was used during alignment to facilitate integration with the methylation array annotation. Variance stabilizing transformed transcriptional expression values were annotated and packaged as a Biobase ExpressionSet object for the multiomics integration. Correlation analysis between methylation and transcriptomic data was performed using the correlationMethExprs() function in the MEAL (Methylation and Expression AnaLizer) v1.34.0 Bioconductor library in R [24]. For this, a conservative flanking region of 10,000 bp upstream and downstream of the CpG was used to define the expression-methylation probe pairs. Within this functional call, linear regression models were fit for each pair using the lm() function in the R stats library, and the resulting *p*-values were adjusted for multiple comparisons using p.adjust().

### 2.10. PCR

*RUNX1* mRNA was measured by qRT-PCR. cDNA was synthesized from 200 ng of RNA using the High-Capacity cDNA Reverse Transcription Kit (Cat No. 4368814; ThermoFisher). qPCR was performed using primers for *RUNX1* (Hs01021970_m1; ThermoFisher), the *YWHAZ* housekeeping gene (Hs03044281_g1), and the TaqMan™ Fast Advanced Master Mix for qPCR (Cat. No.: 4444556; ThermoFisher) on a QuantStudio 6 Flex Real-Time PCR unit (ThermoFisher). Changes in *RUNX1* expression were calculated using the 2^−DDCT^ methodology.

PCR array analysis of EMT-associated genes was performed as described previously [11]. Reverse transcription of RNA from EVT cells was carried out using the RT^2^ First Strand Kit (Qiagen). Transcribed cDNA was mixed with RT^2^ SYBR Green Mastermix (Qiagen), and equal quantities were placed in a 96-well RT^2^ Profiler PCR Array (Cat. #PAHS090Z, Qiagen) for 84 EMT-associated genes. The PCR Array was run on an ABI 7900HT Fast Block Real-Time PCR System (Agilent) using the recommended cycling conditions. A combination of five housekeeping genes (*ACTB*, *B2M*, *GAPDH*, *HPRT1*, *RPLP0*) was used to normalize the data. Statistical significance of the gene expression differences was determined from 2^−DDCT^ values using paired, multiple *t*-testing (Graphpad Prism 10.4.1).

### 2.11. Western Blotting

After washing with PBS, JEG3 cells were extracted into RIPA lysis buffer. Protein (30 µg/well) was loaded onto 8% SDS gels for electrophoresis. Proteins were transferred from the gels to a nitrocellulose membrane (Bio-Rad, Hercules, CA, USA), blocked (0.5% fat dried milk in PBS-Tween, 60 min), and incubated with an anti-RUNX1 polyclonal antibody (1:1000; GTX129100, Genetex, Irvine, CA, USA) or anti-ß-actin polyclonal antibody (1:1000; Cat# 4967S, Cell Signaling Technology, Danvers, MA, USA) at 4 °C overnight, followed, after washing × 3 with PBST, by a 60 min incubation with an anti-rabbit IgG coupled to HRP (1:1000; Cat# 4967S, Cell Signaling Technology). Blots were incubated with Pierce ECL Western Blotting Substrate (ThermoFisher) and visualized using a ChemiDoc MP imager (Bio-Rad). Blots were quantified using ImageJ (v1.64, NIH).

### 2.12. Statistical Analysis

Sex- and gestational-age-specific birthweight centiles were calculated according to Fenton and Kim [25]. Data from the qRT-PCR assays, Western blots, scratch, and invasion assays were checked for normality using the Shapiro–Wilk test. Statistical analysis was carried out using an unpaired, two-tailed *t*-test (Prism v10.4.1).

## 3. Results

### 3.1. Sample Characterization

Placental tissue samples were obtained from nine normal term pregnancies (clinical data can be found in Table S1). CTB and EVT, obtained from the basal plate, were purified from all nine placentae and used for RNA sequencing. In four of the nine placentae, CTB from the chorionic villous core of the placenta (vCTB) was also obtained and analyzed. 

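EVT are the invasive trophoblast cells of the maternal side of the placenta, and were collected on magnetic beads with an antibody to HLA-G. CTB and vCTB are cytotrophoblast cells of the basal plate and of the chorionic villi, and were collected with an antibody to integrin β4. RNA of 22 samples was sequenced, with EVT and CTB from 9 placentae and vCTB from 4 of them, numbered here as placentae 4, 5, 8 and 9. The authors mapped the reads of ribosome-depleted RNA to hg38 and deposited the count of reads per gene symbol, taken on the reverse strand. Between 2024979 and 15135944 reads fell in genes in EVT (median 7528976), between 2144492 and 13974427 in CTB (median 7688666), and between 2493304 and 9255162 in vCTB. Levels are given as normalized counts, which are counts divided by the size factor that the authors gave to each library, with the standard deviation (SD) between placentae. Log2 fold changes, their standard errors and p-values come from edgeR's quasi-likelihood test with TMM scaling and the placenta as a block, and p-values were adjusted by the Benjamini–Hochberg method. A gene was called at the paper's thresholds, an adjusted p of at most 0.05, a fold change of at least 2 and a mean normalized count of at least 10. In counts simulated for EVT and CTB, 89.6% of genes given a fold change of 2 passed the adjusted p, and in counts simulated for CTB and vCTB, 58.2% did. These shares use no fold or count threshold, and the simulated counts held no library sets, so they do not give the share that would be called. Gene lists for 30 programs and cell types were fixed before the data were examined, and 28 of them held genes to test between EVT and CTB. They were written with the paper known, and some share genes with its Figure 2C and tables, which were chosen from these libraries. Gene positions are those of GRCh38, the hg38 build. List members are counted by adjusted p with no fold threshold. Between EVT and CTB, 10246 of all 13116 genes tested had an adjusted p of at most 0.05. Within EVT and within CTB the libraries fell into 2 sets, placentae 1 to 5 (set 1) and placentae 6 to 9 (set 2), and all 4 vCTB libraries lay with set 2. CTB and vCTB of placentae 4 and 5 are therefore of different sets, and those of placentae 8 and 9 are of the same set. Non-unique alignments were 63.4% and 84.9% of the total in vCTB of placentae 4 and 5, and 18.6% and 18.9% in CTB. In placentae 8 and 9 they were 28.7% and 35.7% in vCTB, and 20.1% and 24.9% in CTB.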

Illumina EPIC (800 K) DNA methylation assays were performed on vCTB, CTB, and EVT cell samples from the same subset of four samples (Figure 1). There were no differences in clinical parameters between the full set of samples and the EPIC subset.

For each placental sample, CTB and EVT were obtained from the same tissue and are thus paired. The vCTB extracted from chorionic villous tissue samples and the DNA utilized for the methylation assays were obtained from the same samples from which CTB and EVT were isolated for RNA preparation. Characterization of the vCTB, CTB, and EVT cells, measured as a percentage of cells staining for ITGß4-PE (vCTB, CTB) or HLA-G-PE (EVT), shows a mean purity of >95% for all three cell types. This is the same as data reported previously for these cells, which included assessments of cytokeratin-7, vimentin, HLA-G, integrin α1, and integrin α6 [11]. 

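*PTPRC* encodes CD45, the common surface protein of leukocytes, and lies on chromosome 1 of GRCh38 from 198638713 to 198757476. Its normalized count was 17.5 ± 14.95 (SD, n = 9) in EVT, 5.91 ± 6.18 (SD, n = 9) in CTB and 1.26 ± 1.38 (SD, n = 4) in vCTB. EVT lay above CTB of the same placenta in 8 of 9 placentae, and CTB above vCTB in 4 of 4. The gene has too few reads to pass the count filter of edgeR, so that fit gave no p-value for it. Of 18 macrophage genes, 9 were tested, of which 7 were higher in EVT than in CTB and none was lower (7 when adjusted over the list alone). *CSF1R* was the most abundant of them, at 1351 ± 715 (SD, n = 9) in EVT against 104 ± 67.4 in CTB, a log2 fold change of 3.84 (standard error 0.24, adjusted p = 7.32e-09 from edgeR). *CD74*, which macrophages express strongly, was 67.7 ± 50.8 in EVT and 68.4 ± 29.8 in CTB (log2 fold change −0.20, standard error 0.30, adjusted p = 0.562 from edgeR). Of 16 lymphocyte genes only *IL2RB* and 1 other were abundant enough to be tested, and *IL2RB*, one of the genes of Figure 2C, was 6884 ± 3618 in EVT and 143 ± 123 in CTB. The median level over the 18 macrophage genes was 13.4 in EVT, 5.66 in CTB and 2.46 in vCTB, and over the lymphocyte genes 0.716, 0.636 and 0.494. Both neutrophil genes that could be tested were lower in EVT, and *CSF3R*, also a gene of Figure 2C, reached 3551 in CTB and 4230 in vCTB. None of 12 erythroid genes had a mean of 10 or more in any cell type.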

While ITGß4 is prominent only in CTB, there is a possibility that the antibody to HLA-G might pick up hematopoietic cells in the placenta; however, RNA-seq results (below) show similar levels of *CD45* (*PTPRC*) in vCTB, CTB, and EVT samples, all below the analytical cutoff (baseMean) used in analysis.

### 3.2. Comparison of CTB and EVT Transcriptomes Highlights Differential Expression of Genes Involved in Trophoblast Differentiation and EMP

RNA sequencing of the nine sets of paired CTB and EVT yielded > 23,000 transcripts. 

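Fibronectin (*FN1*) was the most abundant transcript of EVT and took between 16.2% and 27.6% of the reads in genes in these libraries (median 22.0%), against a median of 1.55% in CTB. The 10 most abundant genes held 33% to 40.7% of the reads in EVT and 9.7% to 13.1% in CTB. At least 1 read was found for 17513 genes in the median EVT library, 19270 in the median CTB library and 19088 in the median vCTB library. The deposited count files list 26485 gene symbols each, and 23937 of them have a read in any of the 22 libraries. *XIST*, *TSIX* and the genes of the Y chromosome, 108 in all, were left out, and 13116 genes passed edgeR's count filter for EVT compared with CTB. Reads counted to no gene made up 55.4% to 64.8% of the uniquely mapped reads in EVT, 64.9% to 77% in CTB and 72.8% to 76.1% in vCTB. Counting was on the reverse strand, so this class can also hold reads in introns or on the opposite strand of a gene.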

Paired analysis, using the threshold parameters of (1) FDR threshold of ≤ 0.05, (2) featureCount (baseMean) ≥ 10, and (3) a fold change in expression of ≥2.0 restricted differential expression (DE) to 5214 transcripts. This comprised 2731 up-regulated genes and 2483 down-regulated genes in EVT compared to CTB (Figure 2A). 

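*PRG2*, the proform of eosinophil major basic protein that binds pappalysin, reached a normalized count of 418400 ± 81920 (SD, n = 9) in EVT against 7800 ± 8008 (SD, n = 9) in CTB, a log2 fold change of 6.45 (standard error 0.60, adjusted p = 3.66e-07 from edgeR). Other genes with large rises on the log2 scale were *LINC00330* (6.45), *AADACL3* (6.19), *MMP11* (6.15), *PAPPA* (6.15), *HLA-G* (6.08) and *CSH1* (5.99). *PAPPA-AS1* (6.20) lies inside *PAPPA*, so its reads cannot be told from those of *PAPPA* with certainty unless the library kept the strand. The largest falls were in the endocytic receptor *LRP2* (log2 fold change −8.04, standard error 0.47, adjusted p = 3.12e-09 from edgeR), the urate transporter *SLC22A11* (−7.91) and coagulation factor V (*F5*, −7.73). *PEG10*, an imprinted gene derived from a retrotransposon, fell from 45330 ± 12590 in CTB to 282 ± 255 in EVT. All of these genes changed in the same direction in 9 of 9 placentae. In total 2620 genes were higher and 2415 lower in EVT among 13116 tested, and DESeq2 with the same thresholds gave 2714 and 2513. The counts were 2513 higher and 2323 lower in the 5 placentae of set 1, and 2692 and 2548 in the 4 of set 2.

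**Figure D1:**
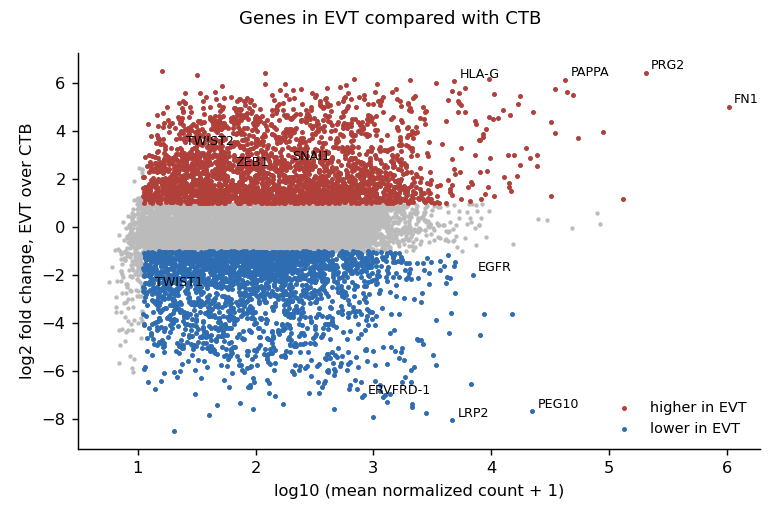
The log2 fold change of each tested gene, EVT over CTB, against the log10 of its mean normalized count plus 1, over 9 placentae. Red points are the 2620 genes called higher in EVT, blue points the 2415 called lower, and grey points the others; *FN1* is the most abundant and *LRP2* among the genes that fell most.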

Multidimensional visualization via principal components analysis of DE (fold change) between EVT, CTB, and vCTB (Figure 2B) shows that the CTB and EVT clusters are distinct and well separated. This confirms the expected clear discrimination between these cell types, based on both our flow cytometry results and gene expression profiling.

The vCTB cluster with the CTB, suggesting that the phenotypic differences between cytotrophoblast obtained from the basal plate (CTB) and villous core (vCTB) are small, relative to those between CTB and EVT. 

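Marker genes of progenitor trophoblast differed far less between the 2 kinds of CTB than between CTB and EVT. *ITGA6*, the integrin α6 subunit, was 7037 ± 967 (SD, n = 4) in CTB and 5815 ± 559 (SD, n = 4) in vCTB of the same placentae, against 1764 ± 663 (SD, n = 9) in EVT. *TP63*, a transcription factor of proliferating CTB, was 836 ± 66.5 in CTB and 1014 ± 102 in vCTB (n = 4 each), and 20.2 ± 8.20 in EVT. None of 24 genes of villous cytotrophoblast passed the test between CTB and vCTB (1 was lower when adjusted over the list alone), with a median log2 fold change of −0.17. The same list had a median of −4.78 between EVT and CTB, with 23 genes lower and none higher. It shares genes such as *LRP2* and *PEG10* with Figure 2C, which were chosen from these libraries, so this contrast is not independent evidence. Over all 13537 genes tested in CTB and vCTB, edgeR called 0 genes, with 2522 at an unadjusted p under 0.05, and DESeq2 called 48 higher and 64 lower in CTB. The counts higher and lower depend on the fit, with 14 and 4 in placentae 8 and 9, 184 and 1065 in placentae 4 and 5, 107 and 18 with library set as a term, and 161 and 236 with no filter on low counts. Other edgeR fits that allow for library set, with more libraries or within set 2 alone, called 0 genes. The paper proposes from the clustering that basal plate and villous CTB differ little compared with the difference between CTB and EVT.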

Investigation of sex as a variable, while desirable, revealed minimal differences; however, this is likely due to the small number of samples per group (four male, five female).

The marked separation in the first PCA component between CTB and EVT explains >80% of the variance. 

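The first component set the 9 EVT libraries at scores of 113 ± 6.8 (mean ± SD), the CTB libraries at −74.6 ± 11 and the 4 vCTB libraries at −86.2 ± 21. It carried 81.1% of the variance of the log2 levels over the 5035 genes called between EVT and CTB, and the second component 4.4%. The score of each EVT library lay apart from all CTB and vCTB libraries. Since the genes were chosen for their difference between EVT and CTB, the share on the first component is high by construction, and over all 14865 genes that pass the count filter it was 66.5%. On the second component the libraries of set 1 lay mostly above those of set 2.

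**Figure D2:**
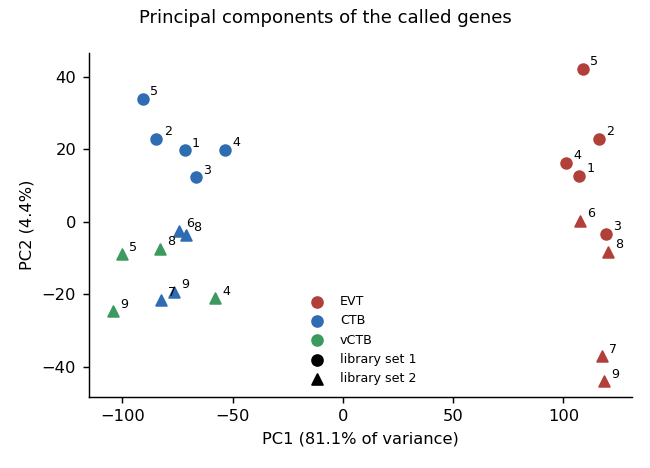
Scores of the 22 libraries on the first (81.1% of variance) and second (4.4%) principal components of the 5035 called genes; colours give the cell type, shapes the library set and numbers the placenta. The 9 EVT libraries lie to the right, and the 4 vCTB libraries lie with the CTB libraries on the left.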

The top 50 leading-edge genes (25 with a positive coefficient, 25 with a negative coefficient) driving this separation are shown in Figure 2C. 

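The drivers of Figure 2C with a positive coefficient include *PAPPA2* (log2 fold change 5.78), *TAC3* (5.61), *HTRA4* (5.32), *AOC1* (5.53), *EBI3* (5.69) and *TNFSF10* (5.27). Those with a negative coefficient include the estrogen-forming enzyme *CYP19A1* (−6.43) and 2 receptors of the WNT pathway, *LGR5* (−7.07) and *LRP5* (−6.41). The neuropilins *NRP1* (−6.25) and *NRP2* (−6.81) and *SIGLEC6* (−6.57) are among them too. *PAPPA2*, a protease of insulin-like growth factor binding proteins on chromosome 1 from 176463175 to 176845601, was 70880 ± 18490 (SD, n = 9) in EVT and 1800 ± 1665 (SD, n = 9) in CTB (standard error of the log2 fold change 0.47, adjusted p = 7.94e-08 from edgeR). All 25 positive drivers were called higher in EVT, with a median log2 fold change of 5.69, and all 25 negative drivers lower, with a median of −6.95 (25 and 25 when adjusted over the list alone). The study chose these 50 genes from the same libraries, so the counts are not independent evidence.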

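The 1000 called genes with the smallest p between EVT and CTB were 537 higher and 463 lower in EVT, and included the mitotic genes *CENPF* (log2 fold change −4.66) and *CENPE* (−4.29) and the WNT inhibitor *RNF43* (−4.53). Over these genes the mean correlation between libraries was 0.97 within EVT, 0.958 within CTB, 0.957 within vCTB and 0.953 between CTB and vCTB. Between EVT and CTB it was 0.074, and between EVT and vCTB 0.05. These are correlations across genes, which are not independent replicates. The genes were chosen for their difference between EVT and CTB, so the contrast between these values is fixed in large part by that choice. EVT formed a branch of their own, and all CTB and vCTB libraries lay in the other. When the CTB and vCTB libraries alone were parted in 2, each of the 4 vCTB fell in a part that also held CTB. With more CTB than vCTB libraries this is easily met. The nearest library to a vCTB library was a CTB library for 2 of the 4 and another vCTB library for the other 2. With the 1000 genes of largest variance, only 2 of the 4 vCTB libraries fell in a part that also held CTB.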

The clear difference between CTB and EVT is further confirmed by the clustergram for the top 1000 genes (Figure 2D), which also shows that the vCTB, while differentiated from the EVT, are intermixed with the CTB, indicating that the CTB obtained from the basal plate versus the villous core differ much less than either cell type from EVT.

### 3.3. EMP in Trophoblast Differentiation

Our results obtained previously from the PCR arrays of EMT-associated genes [10,11,26] showed an enrichment in EVT of genes promoting EMP. We extended these findings by investigating the correspondence between the RNA-seq results for the CTB/EVT differentiation process and a library of EMT genes assembled from multiple sources [27,28,29,30,31], comprising 564 genes. It should be noted that this library was assembled in large part from EMT-associated genes described in carcinomas, the most numerous source, many of which may not be active in trophoblast. In the intersection with our DE data, 336 genes overlapped with this EMT gene library. Among those (DE-EMT) genes are many regarded as canonical markers of the EMT, including cell junctional elements (*CLDN1*, *MARVELD3*, *OCLN*), cytoskeletal components (*ANK3*, *KRT19*), extracellular matrix genes (*COL5A1*, *FN1*, *ITGA5*, *ITGB4*), secreted proteases (*ADAM12*, *ADAM 19*, *MMP11*), and signaling genes (*BMP7*, *EGFR*, *TGFB2*). 

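The junction genes fell to low levels in EVT. Occludin (*OCLN*), a tight junction protein encoded on chromosome 5 from 69492547 to 69558104, had a normalized count of 137 ± 22.3 (SD, n = 9) in CTB and 3.33 ± 1.75 (SD, n = 9) in EVT, a log2 fold change of −5.38 (standard error 0.21, adjusted p = 1.02e-10 from edgeR). *MARVELD3* (log2 fold change −4.63), *CLDN1* (−4.19) and the membrane-skeleton adapter *ANK3* (−4.44) fell with it. *KRT19*, a keratin of simple epithelia, rose from 1640 ± 491 in CTB to 13500 ± 4345 in EVT (log2 fold change 3.03, standard error 0.13, adjusted p = 2.61e-10 from edgeR). *FN1*, on chromosome 2 from 215360865 to 215436068, rose from 78050 ± 48980 to 2073000 ± 408200 (log2 fold change 5.03, standard error 0.40, adjusted p = 6.76e-08 from edgeR). Its receptor subunit *ITGA5* rose by 4.81, the collagen *COL5A1* by 3.16, and the proteases *ADAM19* and *ADAM12* by 5.18 and 4.50 on the log2 scale. *ITGB4*, whose protein was the antigen for the sort of CTB, had a log2 fold change of −2.34, from 5012 ± 1612 to 1088 ± 648. Of the signaling genes, *TGFB2* rose by 4.70, while *BMP7* and *EGFR* had log2 fold changes of −4.29 and −1.98. Of these 15 genes, 8 were higher and 7 lower in EVT, each in 9 of 9 placentae (8 and 7 when adjusted over the list alone). The study chose them from its own differentially expressed genes, so this is not independent evidence.

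**Figure D3:**
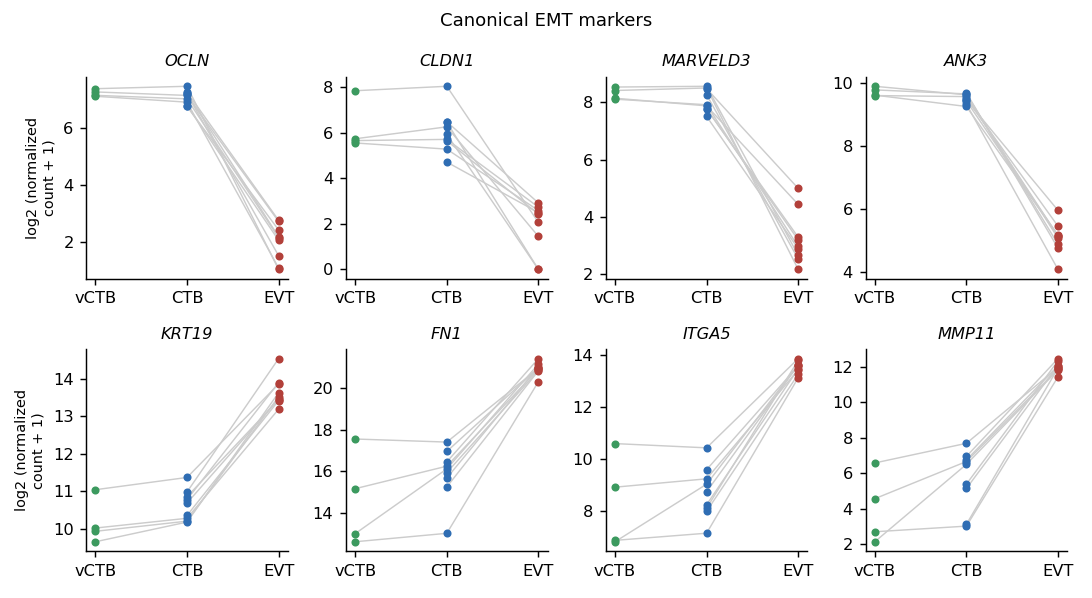
Log2 of the normalized count plus 1 of the EMT marker genes in vCTB (4 placentae), CTB (9) and EVT (9), with 1 point per library and grey lines joining the libraries of 1 placenta. *OCLN*, *MARVELD3*, *CLDN1* and *ANK3* fall in EVT in 9 of 9 placentae, and *FN1*, *ITGA5* and *KRT19* rise.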

The high proportion of canonical pro-EMT genes showing up-regulated expression in EVT compared to CTB points to an EMT-like mechanism as the major contributor to EVT differentiation.

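Most genes of the mesenchymal list were higher in EVT, and genes of epithelial identity moved both ways. Of 35 tested genes of the mesenchymal list, 31 were higher and 2 lower in EVT (31 and 2 when adjusted over the list alone), with a median log2 fold change of 3.16. As a set, the list passed camera with a preset correlation of 0.01 and not with an estimated correlation (adjusted p = 0.293), and lists of fibroblasts (15 of 17 higher) and decidual stroma (11 of 12), with the same counts when adjusted over the list alone, rose as well. *SERPINE1*, an inhibitor of plasminogen activation, reached 67470 ± 10940 (SD, n = 9) in EVT against 4657 ± 1682 (SD, n = 9) in CTB (log2 fold change 3.92, standard error 0.17, adjusted p = 2.59e-10 from edgeR). *SDC2* (4.10), *S100A4* (3.73) and *TPM2* (3.44) followed, while the integrin subunit *ITGAV* was lower (−1.46). Of 23 tested genes of the epithelial program, 12 were higher and 9 lower (12 and 9 when adjusted over the list alone), with *KRT8* (1.87) and *KRT7* (1.67) higher and *ST14* (−5.97) and *ESRP2* (−2.40) lower. Of 28 junction genes, 9 were higher, such as *F11R* (1.57), and 15 lower, such as P-cadherin (*CDH3*, −5.96). Vimentin (*VIM*) was 884 ± 932 in EVT and 164 ± 118 in CTB, and its level followed that of decidual stroma genes across the 9 EVT libraries (Pearson r = 0.954, exact permutation p = 0.000135, 0.00113 after adjustment over 42 genes; Spearman rho = 0.917, exact permutation p = 0.00131). This held without the 2 libraries farthest from the median (r = 0.942) and with each library set centred (r = 0.969). From the share of pro-EMT genes that rise, the paper reasons that an EMT-like mechanism is the main contributor to the differentiation of EVT.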

Perhaps most important is the response of regulatory transcription factors in differentiation. 

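SNAI1, TWIST2 and ZEB1 are transcription factors that repress epithelial genes. *SNAI1*, on chromosome 20 from 49982980 to 49988886, had a normalized count of 330 ± 114 (SD, n = 9) in EVT and 52.5 ± 24.5 (SD, n = 9) in CTB, a log2 fold change of 2.67 (standard error 0.19, adjusted p = 1.82e-08 from edgeR). *TWIST2*, on chromosome 2 from 238848085 to 238910534, was at 42.4 ± 24.9 in EVT and 4.37 ± 3.07 in CTB (log2 fold change 3.27, standard error 0.29, adjusted p = 2.21e-07 from edgeR). *ZEB1*, on chromosome 10 from 31318417 to 31529804, was at 108 ± 124 in EVT and 17.0 ± 15.2 in CTB (log2 fold change 2.42, standard error 0.26, adjusted p = 1.44e-06 from edgeR). Each of the 3 genes was higher in EVT in 9 of 9 placentae, but in placenta 9 *ZEB1* was nearly equal, at 3.447 in EVT and 3.349 in CTB, a level of few reads. The spread of *ZEB1* between EVT libraries, from 3.45 to 370, exceeds its mean. Over 9 pairs, a line was fitted to the differences between EVT and CTB on those in the mean log2 level of decidual stroma genes. At an equal level it put *ZEB1* higher in EVT by 0.51 on the log2 scale (standard error 0.44), *TWIST2* by 2.33 (0.51) and *SNAI1* by 3.28 (0.40). These values are largely extrapolated, since EVT and CTB had near equal levels only in placenta 9 (3.26 and 3.37). The same step lowered the difference of *HLA-G*, the antigen of the EVT sort, from 6.244 to 4.798.

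**Figure D4:**
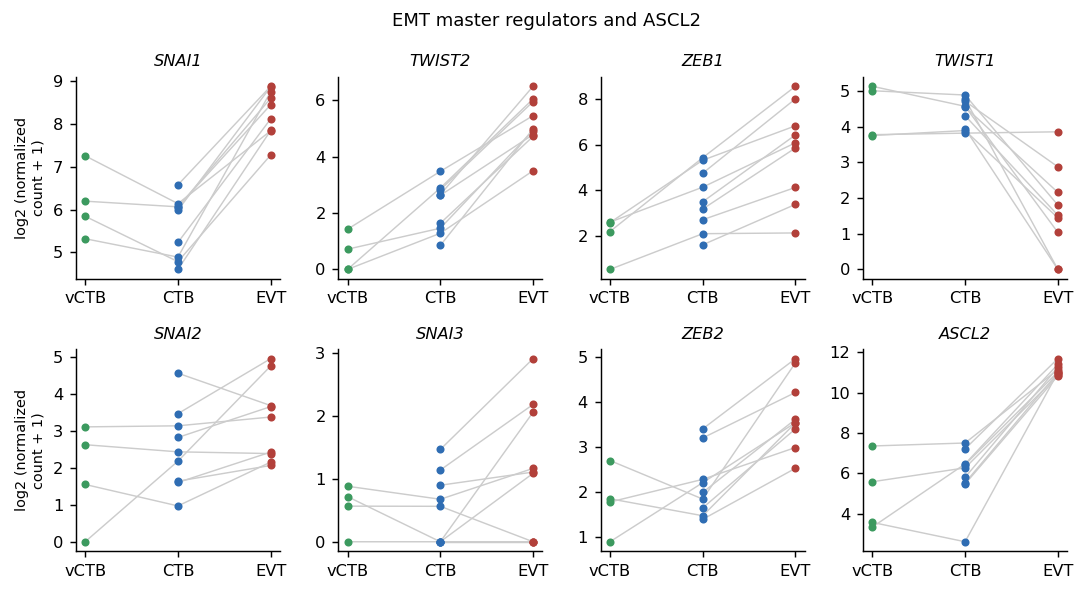
Log2 of the normalized count plus 1 of 7 EMT master regulators and *ASCL2* in vCTB (4 placentae), CTB (9) and EVT (9), with 1 point per library and grey lines joining the libraries of 1 placenta. *SNAI1*, *TWIST2* and *ZEB1* are higher in EVT than in CTB in 9 of 9 placentae, and *TWIST1* is lower in 8 of 9. In placenta 9 *ZEB1* is nearly equal (3.447 in EVT and 3.349 in CTB).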

Several of the primary EMT master regulators are up-regulated in EVT, including *SNAI1* (6.7-fold), *TWIST2* (10.2-fold), and *ZEB1* (5.1-fold). 

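*SNAI2*, *SNAI3* and *ZEB2* were scarce in all libraries. The normalized count of *ZEB2* was 14.4 ± 9.07 (SD, n = 9) in EVT and 4.01 ± 2.86 (SD, n = 9) in CTB, and EVT was above CTB in 9 of 9 placentae. For *SNAI2* the levels were 11.5 ± 9.93 in EVT and 6.60 ± 6.65 in CTB, with EVT above in 7 of 9 placentae. *SNAI3* stood at 1.87 ± 2.19 and 0.546 ± 0.636, with EVT above in 6 placentae and below in 1. In vCTB (n = 4) the highest levels were 5.46 for *ZEB2*, 7.60 for *SNAI2* and 0.845 for *SNAI3*. None of the 3 genes passed edgeR's filter on low counts, so that fit gave no p-value for them. Their p-values in fits without the filter are not given here.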

Several other primary master regulators are significantly upregulated (*SNAI2*, *SNAI3*, *ZEB2*); however, their levels of expression fall below our analytical expression (baseMean) cut-off (Table S2). 

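TWIST1 is a basic helix–loop–helix factor related to TWIST2, encoded on chromosome 7 from 19113047 to 19117636. *TWIST1* had a normalized count of 20.7 ± 5.84 (SD, n = 9) in CTB and 3.39 ± 4.27 (SD, n = 9) in EVT, with a log2 fold change of −2.60 (standard error 0.46, adjusted p = 0.000165 from edgeR). It was lower in EVT in 8 of 9 placentae, and in vCTB it ranged from 12.5 to 34.2 (n = 4). Its mean over the EVT and CTB libraries with the size factors used for calling, 11.7, is just above the minimum of 10. Leaving out 1 placenta gave folds of CTB over EVT from 5.33 to 10.6, the highest without placenta 5, against 6.08 with all 9.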

The exception is the reduced expression of *TWIST1* (−6.7-fold), which has been shown to promote CTB differentiation into syncytiotrophoblast [32]. Beyond the primary master regulators, there are multiple transcription factors, known to be associated with the EMT in other tissues [33,34], which also show significant changes indicative of an EMT-like mechanism.

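Among the factors with enough reads to be tested, the largest rises were in *ASCL2* (log2 fold change 5.08), *TEAD2* (4.61) and *GATA6* (3.67). *GATA6*, a zinc-finger factor on chromosome 18 from 22169589 to 22202528, went from 15.2 ± 5.88 (SD, n = 9) in CTB to 193 ± 47.2 (SD, n = 9) in EVT (standard error 0.19, adjusted p = 1.11e-09 from edgeR). *TEAD1* (2.30) and *SOX4* (1.73) rose as well, at levels of 9450 and 1805 in EVT. The largest falls were in *FOXM1* (−3.75), which drives mitotic genes, *TBX3* (−3.70), *FOXC1* (−3.62) and *TEAD4* (−3.22). *TBX3* went from 2029 ± 435 in CTB to 156 ± 42.6 in EVT (standard error 0.14, adjusted p = 9.32e-11 from edgeR). Of 26 non-canonical factors of Table S2, 22 were tested, of which 16 were higher and 6 lower in EVT (16 and 6 when adjusted over the list alone). Their median log2 fold change was 1.31. *ALX1*, *FOXF2*, *PRRX1* and *SIX1* had too few reads to be tested, and the study chose the list from these libraries, so it is not independent evidence. The paper states that these changes point to an EMT-like mechanism.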

In addition, there are a number of genes in the DE list that are expressed primarily in the placenta [35], including *CSH1*, *CSH2*, *PAPPA*, *GH2,* and *HLA-G*, genes that show major increases in EVT compared to CTB (Table S3). Also notable in that profile are the substantial decreases in trophoblast genes expressed primarily in the syncytial fusion process, including the retroviral genes, which generate the syncytial fusion proteins syncytin-1 and syncytin-2 (*ERVW-1*, *ERVFRD-1*).

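*PAPPA*, the pappalysin protease on chromosome 9 from 116153791 to 116402321, had a normalized count of 86680 ± 25300 (SD, n = 9) in EVT and 1815 ± 1684 (SD, n = 9) in CTB (standard error of its log2 fold change 0.54, adjusted p = 1.90e-07 from edgeR). *HLA-G*, the antigen used to sort EVT, lies on chromosome 6 from 29826474 to 29831021 and stood at 9854 ± 2676 and 204 ± 162 (standard error 0.53, adjusted p = 1.75e-07 from edgeR). Placental lactogen *CSH1* was at 2196 ± 1429 and 30.5 ± 19.7, and its near copy *CSH2* at 89.3 ± 61.5 and 3.98 ± 2.53 (log2 fold change 4.07, standard error 0.50, adjusted p = 5.12e-06 from edgeR). *GH2*, from the same cluster on chromosome 17, had 4.56 ± 3.91 in EVT and 0.928 ± 1.18 in CTB, with EVT above in 7 of 9 placentae, and had too few reads to be tested. *CSH1*, *CSH2* and *GH2* are nearly identical in sequence, so the split of reads between them is uncertain. *PLAC8* (5.25) and leptin (*LEP*, 4.53) also rose on the log2 scale. Of 20 hormone genes tested from the list for placental hormones, 13 were higher and 4 lower in EVT (13 and 4 when adjusted over the list alone), with *INHA* (3.87) higher and *INSL4* (−7.02) lower.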

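*ERVFRD-1*, the gene for syncytin-2 on chromosome 6 from 11102489 to 11111725, had a normalized count of 1630 ± 530 (SD, n = 9) in CTB and 10.0 ± 5.499 (SD, n = 9) in EVT, a log2 fold change of −7.09 (standard error 0.25, adjusted p = 6.83e-11 from edgeR). *ERVW-1*, for syncytin-1, went from 1248 ± 415 to 174 ± 91.7 (log2 fold change −2.88, standard error 0.14, adjusted p = 4.73e-10 from edgeR). The related envelope genes *ERVV-1* (−4.05) and *ERVV-2* (−3.09) share sequence, so the split of reads between them is uncertain. Other genes of the fusion program moved the opposite way. *GCM1*, the factor that activates syncytin genes, rose from 862 ± 121 to 2886 ± 628 (log2 fold change 1.72, standard error 0.14, adjusted p = 7.30e-08 from edgeR), and *MFSD2A*, the receptor of syncytin-2, rose by 5.05. Of 16 genes of syncytial fusion, 8 were lower and 6 higher in EVT (9 and 6 when adjusted over the list alone). For this list the adjusted p was 0.268 by camera with a preset correlation of 0.01, 0.432 with an estimated correlation, 2.29e-07 by fry, and 0.0192 by the hypergeometric test on genes lower in EVT.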

### 3.4. Functional Enrichment of the EMP Mechanisms in Differentiation

Following the identification of genes differentially expressed between CTB and EVT, we determined the functional processes that are enriched among these DE genes. Data generated by DESeq2 was used to test for enrichment of the Hallmark gene sets (v7.4) obtained from the Molecular Signatures Database (MSigDB) collections (EVT vs. CTB; ≥2 fold change; baseMean > 10; FDR < 0.05). The extent (or loss) of enrichment for the top 15 processes is quantified in Table 1. This analysis revealed significant enrichment in biological processes associated with EMP.

The volcano-bubble plot in Figure 3A summarizes the functional enrichment results. It shows most conspicuously a significant enrichment in the EMT gene set, corroborating the role of this mechanism in CTB to EVT differentiation. These results are confirmed in the radar plot of enriched gene sets shown in Figure 3B. 

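The mesenchymal list held matrix, cytoskeletal and regulatory genes, and the proteases and inhibitors that remodel the matrix rose with it. *MMP2*, a gelatinase, went from 80.9 ± 56.3 (SD, n = 9) in CTB to 1763 ± 1320 (SD, n = 9) in EVT (log2 fold change 4.49, standard error 0.30, adjusted p = 1.16e-08 from edgeR). *TIMP3*, an inhibitor bound to the matrix, rose from 11250 ± 3116 to 174900 ± 30730 (log2 fold change 3.98, standard error 0.17, adjusted p = 1.87e-10 from edgeR), and *TIMP2* rose by 4.61. Urokinase (*PLAU*, −2.49) and *ADAMTS6* (−4.87) were the 2 members of the protease list that fell. Of 30 tested genes of this list, 25 were higher (25 higher and 2 lower when adjusted over the list alone). Against all other genes, the mesenchymal list gave an adjusted p of 8.75e-09 and the protease list 3.08e-07, by camera with a preset correlation of 0.01 over 28 lists. With the correlation between genes estimated from the data, the adjusted p were 0.293 and 0.267, so the camera calls rest on the preset correlation. Fry gave adjusted p of 7.948e-08 and 5.195e-08, but 26 of the 28 lists passed it. The hypergeometric test on genes higher in EVT, which treats genes as independent, gave adjusted p of 2.908e-14 and 1.755e-11. In library sets 1 and 2 the preset test gave 9.36e-10 and 3.85e-09 for the mesenchymal list. TGF-β and BMP signaling (25 of 39 genes higher, 8 lower) and hypoxia and glycolysis (32 of 39 higher, 4 lower) passed the preset test too, at adjusted p of 0.00137 and 1.11e-07, with the same counts when adjusted over the list alone and estimated-correlation p of 0.314 and 0.267. Lists of other cells rose too, with 15 of 17 fibroblast genes higher and 0 lower (median log2 fold change 2.48) and 11 of 12 decidual stroma genes higher and 0 lower (2.38), the same when adjusted over the list alone. The preset test gave these an adjusted p of 4.21e-05 and 0.00112, and the estimated correlation 0.314 and 0.366. The paper reasons from the enrichment of the EMT gene set that EMT has a role in the differentiation of CTB to EVT.

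**Figure D5:**
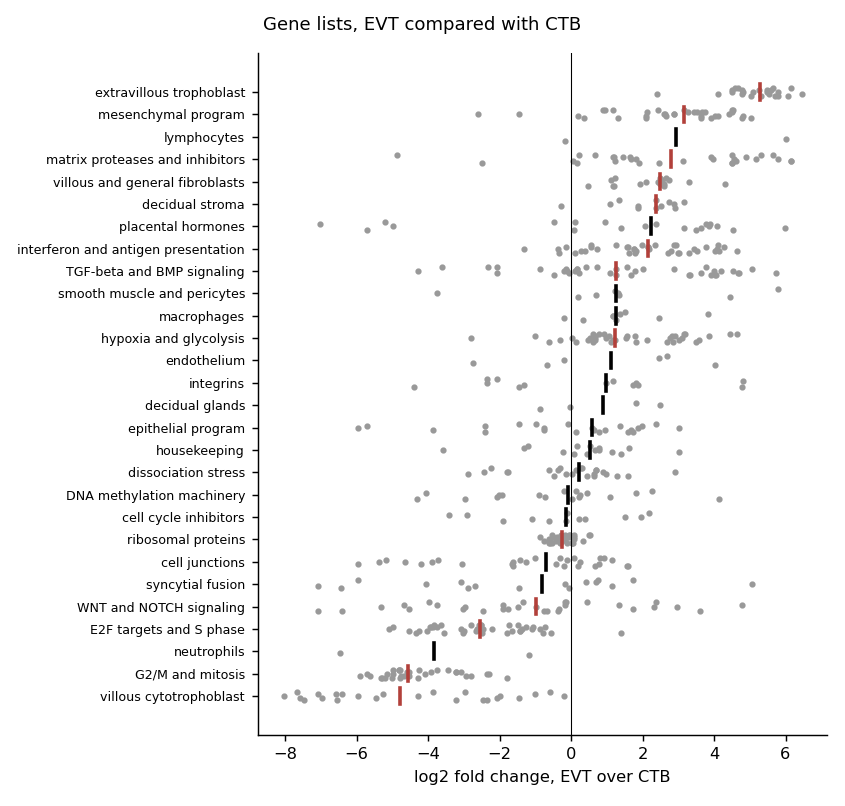
Log2 fold change, EVT over CTB, of the tested genes of 28 lists; each grey point is a gene and each bar the median of its list, red where the list passed camera with a preset correlation of 0.01. The mesenchymal list has a median of 3.16, and the list for G2/M and mitosis a median of −4.57.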

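Genes of mitosis and DNA replication were mostly lower in EVT than in CTB. *MKI67*, a marker of dividing cells, had a normalized count of 890 ± 409 (SD, n = 9) in CTB and 23.8 ± 12.2 (SD, n = 9) in EVT, with a log2 fold change of −5.21 (standard error 0.21, adjusted p = 1.34e-10 from edgeR). *TOP2A* (−5.92), *CDK1* (−5.29) and *CCNB1* (−4.09) were lower as well. All 35 genes of G2/M and mitosis fell (35 when adjusted over the list alone), with a median of −4.57. Of 40 E2F targets and genes of S phase, 39 were lower and 1 higher (39 and 1 when adjusted over the list alone), among them *MCM2*, which went from 1088 ± 114 to 53.5 ± 19.7 (log2 fold change −4.35, standard error 0.14, adjusted p = 4.40e-11 from edgeR). The gene that rose is *CCNE1*, cyclin E1, with a log2 fold change of 1.40 (standard error 0.15, adjusted p = 1.85e-06 from edgeR), from 546 ± 114 to 1486 ± 432. Camera with a preset correlation of 0.01 gave adjusted p of 1.24e-12 for the G2/M list and 5.12e-11 for the E2F list, and with an estimated correlation 0.146 and 0.0190. Of 12 inhibitors of the cell cycle, 3 were higher, among them *RB1* (1.96), and 5 lower, among them *CDKN1B* (−1.09), with the same counts when adjusted over the list alone. The paper reasons from the fall of these sets that proliferative capacity is lost in the change from CTB to EVT.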

In parallel with up-regulation of the EMT gene set is a reduction in the G2M and E2F target gene sets, demonstrating a loss of proliferative capacity in the transformation from CTB to EVT.

### 3.5. Differences in EMP Genes Between Basal Plate and Villous Tree CTB

We investigated whether the changes seen in EVT compared to CTB might be a result of differences between the basal plate CTB (used as controls for the DE analysis) and the villous tree CTB (vCTB). We find that while the PCA and clustergram (Figure 2B,D) do not reveal obvious differences between CTB and vCTB, multiple genes show significant changes. 

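The genes of Table S4 include matrix genes of stromal cells such as *COL3A1*, *LUM*, *DCN*, *VCAN*, *COL6A2* and *COL6A3*. *COL3A1* had a normalized count of 148 ± 122.1 (SD, n = 4) in CTB and 56.7 ± 55.7 (SD, n = 4) in vCTB, higher in CTB in 4 of 4 placentae (log2 fold change 1.43, standard error 0.24, adjusted p = 0.231 from edgeR). *VIM* was 208 ± 149 in CTB and 35.6 ± 29.9 in vCTB (log2 fold change 2.46, standard error 0.51, adjusted p = 0.252 from edgeR), and also higher in 4 of 4. Among the genes lower in CTB, the transcription factor *TCF7* was 103 ± 35.9 against 225 ± 79.6 (log2 fold change −1.14, standard error 0.17, adjusted p = 0.231 from edgeR), and *GATA3* 829.3 ± 664 against 1364 ± 249. Table S4 lists 25 genes, of which 23 were tested by edgeR and none passed over all genes (14 higher and 8 lower when adjusted over the list alone, which is not independent evidence since the study chose the list from these libraries). DESeq2 found 11 higher and 1 lower at an adjusted p under 0.05 among the 25. With no filter on low counts, edgeR put all 16 of the higher genes and 8 of the 9 lower ones under it. Of the 16 genes higher in Table S4, 15 could be tested in each pair of placentae (not *CYP1B1* in the first, nor *ZEB1* in the second), with a median log2 fold change of 2.69 in placentae 4 and 5, whose CTB and vCTB are of different library sets, and 1.16 in placentae 8 and 9, where both are of the same set. By placenta the medians from normalized counts were 2.72, 2.82, 0.56 and 2.47 in placentae 4, 5, 8 and 9, so only placenta 8 stands lower. The 9 lower genes had medians of −2.16 in placentae 4 and 5 and −0.23 in placentae 8 and 9. With library set as a term of the model beside the placenta block, their median was −0.22. In that fit the 14 higher genes tested had a median of 1.14, all 14 positive and 1 under an adjusted p of 0.05.

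**Figure D6:**
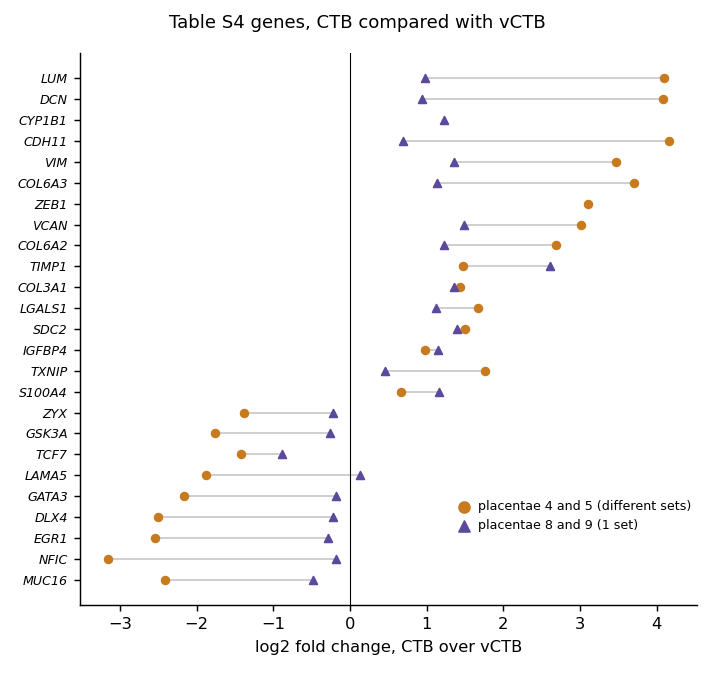
Log2 fold change, CTB over vCTB, of the 25 genes of Table S4, fitted in placentae 4 and 5 (circles) and in placentae 8 and 9 (triangles), with a grey line joining the pair of values of each gene; a symbol is missing where the gene had too few reads to be tested. The 9 lower genes have medians of −2.16 and −0.23.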

Some 23 genes overlapping with the EMT library show differential expression;16 showing an increase in CTB compared to vCTB. Importantly, many of these genes show further changes in the transition to EVT; thus, there is a 5-fold increase in *ZEB1* between vCTB and CTB, with a further 5-fold increase in the transition to EVT (Table S4). These relatively limited changes suggest that while both cell types are on a differentiation continuum, the CTB shows a slight shift towards the mesenchymal compared to the vCTB.

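*ZEB1* had normalized counts of 38.9, 42.0, 16.7 and 3.35 in CTB of placentae 4, 5, 8 and 9, and 5.07, 3.64, 5.16 and 0.481 in vCTB. It was thus higher in CTB in 4 of 4 placentae, but its counts were too low for edgeR's filter, and DESeq2 gave a log2 fold change of 2.65 (adjusted p = 0.00391 from DESeq2). Across the 9 EVT libraries *ZEB1* followed the mean log2 level of 12 genes of decidual stroma (Pearson r = 0.975, 2-sided exact permutation p = 6.61e-05, 0.00107 after adjustment over 42 genes; Spearman rho = 0.933, exact permutation p = 0.000750). Without the 2 libraries farthest from the median r was 0.973, and with the library sets centred 0.983. Across the 9 CTB libraries r was 0.878 (2-sided exact permutation p = 0.00292, adjusted p = 0.0245) and rho 0.833 (exact permutation p = 0.00827), with r = 0.850 without the 2 farthest libraries and 0.881 with the sets centred. *FN1* did not follow these genes in EVT (r = −0.572, exact permutation p = 0.101; rho = −0.433, exact permutation p = 0.250; adjusted p = 0.266). Of the 16 genes higher in CTB in Table S4, *TIMP1* (log2 fold change 4.51), *COL6A2* (3.65), *LGALS1* (3.63), *VCAN* (2.78) and *CDH11* (2.64) were also higher in EVT than in CTB. Among the 9 lower genes, *LAMA5* (−1.17), *MUC16* (−0.86) and *TCF7* (−0.75) were lower in EVT than in CTB, while *DLX4* (1.70), *GATA3* (1.46) and *EGR1* (0.65) were higher.

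**Figure D7:**
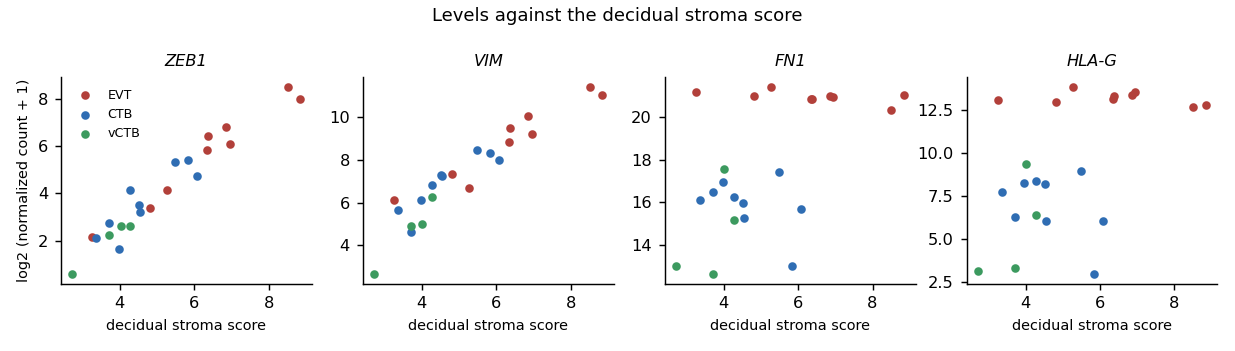
Log2 of the normalized count plus 1 of *ZEB1*, *VIM*, *FN1* and *HLA-G* against the decidual stroma score, the mean log2 level of 12 decidual stroma genes, for 9 EVT, 9 CTB and 4 vCTB libraries. *ZEB1* and *VIM* rise with the score within EVT (Pearson r 0.975 and 0.954), and *FN1* does not (r −0.572).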

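*PRG2*, *HLA-G* and *FN1*, which are typical of EVT, were higher in CTB than in vCTB in placentae 8 and 9, and the difference from placentae 4 and 5 was not tested. *PRG2* had a log2 fold change of 3.36 in placentae 8 and 9 and 0.66 in placentae 4 and 5, *HLA-G* 2.84 and −0.39, and *FN1* 2.09 and 0.13. The contrast rests partly on vCTB of placenta 4, which stood apart with *HLA-G* at 655 (492 in CTB) and *FN1* at 193100 (174300), while in placenta 5 *HLA-G* was 6.73 in CTB and 9.09 in vCTB and *FN1* 8216 and 6193. With library set as a term beside the placenta block, edgeR gave *HLA-G* a log2 fold change of 2.82 (adjusted p = 0.00459), *PRG2* 3.36 (adjusted p = 0.0136) and *FN1* 2.09 (adjusted p = 0.0168). That fit takes the difference from placentae 8 and 9 alone, and 3 other edgeR fits that allow for library set called 0 genes (742, 417 and 393 at an unadjusted p under 0.05). The list of 24 EVT genes had a median of 1.32 over the 4 placentae, 2.17 in placentae 8 and 9 and 0.19 in placentae 4 and 5 (none past the test, 5 higher when adjusted over the list alone). Its adjusted p was 8.49e-09 by camera with a preset correlation of 0.01 and 0.555 with an estimated correlation. Genes of fibroblasts had medians of 0.32 in placentae 8 and 9 and 1.44 in placentae 4 and 5, but placenta 9 did not resemble placenta 8, with *LUM* at 25.4 in CTB and 1.44 in vCTB of placenta 9, and at 173 and 129 in placenta 8. Of 33 mesenchymal genes tested, 10 were higher and 1 lower when adjusted over the list alone and none over all genes, with medians of 0.41 overall, 0.78 in placentae 8 and 9 and 0.15 in placentae 4 and 5. Camera with a preset correlation of 0.01 gave this list an adjusted p of 8.82e-06, and 0.475 with an estimated correlation. In EVT and CTB of the 5 placentae without vCTB, which share no library with these, 53.3% of 12542 genes had the same sign as between CTB and vCTB. Of the 106 genes higher in CTB in the fit with library set as a term, 103 were called higher in these independent EVT, where lists with no relation would share 18.4 (n1 × n2 / N), and of the 16 lower genes 6 were called lower, against 3.05. For the genes called by DESeq2 these counts were 42 of 46 higher (8.86 without relation) and 11 of 41 lower (7.59). From the small number of changes, the paper proposes that CTB and vCTB lie on a continuum of differentiation, with CTB shifted slightly towards the mesenchymal.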

### 3.6. Validation of the EMP and Designation of a Trophoblast EMP Signature

For validation, we compared the differential expression of the 336 EMT-associated genes reported here with the third-trimester data in GSE173323 [36]. In the latter, there were 340 EMT-associated genes (out of our library of 564), providing an overlap of 279 with the current data (Figure 4A), supporting that an EMT-like mechanism is the primary process driving the differences between CTB and EVT. Furthermore, using the same library of EMT-associated genes, we analyzed the first-trimester CTB and EVT data reported in GSE126530 [37], GSE163651 [38], and GSE173323 [36] in combination with the third-trimester data reported here. 

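The core set of Table S5 spans adhesion, growth factor signaling and cell identity. Among its members the adhesion molecule *MCAM* rose from 315 ± 267 (SD, n = 9) in CTB to 12170 ± 2940 (SD, n = 9) in EVT (log2 fold change 5.80, standard error 0.45, adjusted p = 6.02e-08 from edgeR). *FGFR1* (log2 fold change 4.86), *ENG* (4.19), *SMAD3* (4.07) and *LOXL2* (3.54) rose as well. *ELF5*, a factor of trophoblast progenitors (−6.96), *FGFR2* (−4.22), *MET* (−2.97) and *YAP1* (−1.45) fell, so that the 2 FGF receptors moved in opposite directions. Of the 72 listed genes, 70 were tested in the term placentae, of which 32 were higher and 38 lower in EVT (32 and 38 when adjusted over the list alone), with 32 and 37 past the fold and count thresholds as well. The set was chosen in part from these libraries, so the counts are not independent evidence.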

The overlap between the five datasets contained 72 genes (Figure 4B, Table S5). This gene set provides a baseline trophoblast EMT signature applicable to both the first and third trimesters.

For the purpose of rapid determination of trophoblast status, we have identified an abbreviated set of highly expressed genes including the EMT marker genes *FN1*, *ITGA5*, *MMP11*, *ADAM19* (upregulated in EVT), *BMP7*, *MSX2*, *SERPINF1* (down-regulated in EVT), and placenta-associated genes displaying similar characteristics including *HLA-G* (up-regulated) and *ERVFRD-1* (down-regulated). 

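*MSX2*, a homeobox factor on chromosome 5 from 174724582 to 174730896, had a normalized count of 780 ± 150.8 (SD, n = 9) in CTB and 15.75 ± 8.09 (SD, n = 9) in EVT (log2 fold change −5.44, standard error 0.24, adjusted p = 2.70e-10 from edgeR). *SERPINF1*, which encodes pigment epithelium-derived factor, went from 1773 ± 636 to 41.75 ± 39.6 (log2 fold change −5.56, standard error 0.29, adjusted p = 1.11e-09 from edgeR). *MMP11* rose from 79.2 ± 64.1 to 4180 ± 852, and *ADAM19* from 342 ± 234 to 10740 ± 4082. *BMP7* fell from 1626 ± 354 to 106 ± 104, and *ITGA5* rose from 522 ± 380 to 12090 ± 1946. Each of the 9 genes passed the fold and count thresholds in the direction named by the paper, in 9 of 9 placentae (5 higher and 4 lower when adjusted over the list alone, which is not independent evidence). Their levels in EVT ranged from a mean of 10.0 for *ERVFRD-1* to 2073000 for *FN1*.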

We validated this set by calculating the fold change for each of these genes in three sets of first-trimester data (GSE126530, GSE163651, GSE173323) and two sets of third-trimester data (GSE173323, GSE256412/current). All sets showed similar changes (Table S6), although the third trimester changes were generally greater than those in the first trimester.

### 3.7. Is EVT Gene Expression Reversibly Modified by In Vivo Conditions?

One of the important questions, as yet unanswered, is the nature of the changes that slow EVT invasion and lead to the apparent regression from the more invasive, mesenchymal phenotype observed in the first trimester [10] to the less or non-invasive EVT found in the third trimester placenta [11]. It has been suggested that the changing nature of the environment, as EVT invades the decidua and myometrium, might be responsible for constraining the EVT invasion and reversing the mesenchymal shift. We sought to test this by comparing freshly isolated third-trimester EVT with the same EVT that had been cultured in vitro for 72 h. We reasoned that a period of 72 h would be sufficient to release the cells from most in vivo influences and potentially allow them to revert or relax to a phenotype unrestricted by decidual/myometrial cues. Following incubation, we assayed the paired EVT samples (freshly isolated EVT and 72 h-incubated EVT) using a PCR array of EMT-associated genes, as we have done previously [11]. Freshly isolated and incubated EVT were compared, using paired, multiple *t*-testing analysis (n = 3, FDR < 0.05, ≥2-fold change). Out of the 84 genes in the array, only one showed a significant difference; *OCLN* increased 2.2-fold in the in vitro incubated EVT compared to the freshly isolated EVT. This result is perhaps not surprising as isolated EVT attach to the plate and re-adhere to each other, a process involving junctional proteins such as occludin. These results are in contrast to data such as that reported by Zhou et al. for CTB [39], in which CTB from PE pregnancies demonstrated a significant degree of relaxation in gene expression over 48 h [39]. Our results indicate that the regressive EMP demonstrated in the shift from the invasive first-trimester EVT to the less invasive, more epithelial third-trimester EVT phenotype does not appear to be due to the sustained effect of a reversible environmental factor. While interaction or loss of interaction with an external agent might initiate the regression, the irreversible nature of the change seen here suggests a more permanent, potentially epigenetic form of regulation, supporting our motivation for the methylomic investigation.

### 3.8. Comparison of CTB and EVT Methylomes Highlights Widespread Losses and Focal Gains of CpG Methylation in EVT

Prior reports suggest that DNA methylation (DNAm) plays a role in regulating human trophoblast differentiation [40,41,42,43]. Because of the results in the previous section and these literature reports, we decided to investigate whether DNAm played a role in the differentiation process being investigated here. We analyzed DNA from EVT, CTB, and vCTB (n = 4, 4, 4) using the Illumina Methylation EPIC BeadChip array (~863 K CpGs). Of the ~23,000 genes covered in this assay, probes representing approximately 15,000 (~190 K CpGs on the BeadChip) demonstrated hypomethylation in EVT compared to CTB, as indicated in the volcano plot (Figure 5A). This shows the substantial asymmetry in the methylation changes between EVT and CTB, which is similar whether in gene promoter regions or elsewhere. The principal components analysis of the methylation data (Figure 5B) exhibits separate clustering of CTB/vCTB and EVT, similar to that shown for gene expression. There is an outlier in the CTB/vCTB set, a vCTB sample which is, however, well aligned with the other CTB samples in the PC1 dimension (accounting for 80% of the variance). Moreover, the clustergram for these samples (Figure 5C) shows clear separation between EVT and CTB/vCTB, without outliers. That hypomethylation dominates both cell types agrees with other studies showing the relative hypomethylation of the placenta or trophoblast compared to other somatic cells [43,44,45,46,47,48]. Strikingly, our data show that the EVT is hypomethylated to an even greater degree than CTB. 

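*DNMT1* encodes the methyltransferase that copies methylation to new strands, and *DNMT3A* and *DNMT3B* those that add it to unmethylated sites. *DNMT1*, on chromosome 19 from 10133346 to 10194953, had a normalized count of 3300 ± 516 (SD, n = 9) in CTB and 436 ± 131 (SD, n = 9) in EVT (log2 fold change −2.96, standard error 0.13, adjusted p = 2.21e-10 from edgeR). *DNMT3A* stood at 989 ± 246 and 232 ± 48.7 (log2 fold change −2.07, standard error 0.12, adjusted p = 4.04e-09 from edgeR), and *DNMT3B* at 66.1 ± 15.0 and 17.8 ± 5.28 (log2 fold change −1.94, standard error 0.20, adjusted p = 1.02e-06 from edgeR). The enzymes that remove methylation did not move together. *TET2* had a log2 fold change of −2.02 and *TET3* one of 1.82, while *TET1* did not pass the test (log2 fold change −0.74, standard error 0.36, adjusted p = 0.0733 from edgeR). *HELLS*, a chromatin remodeler that aids methylation, was lower by a log2 fold change of −4.30. Of 18 tested genes of DNA methylation, 7 were higher and 8 lower (7 and 8 when adjusted over the list alone). The levels of *DNMT1* in vCTB, 3335 to 3830 (n = 4), lay within the range of CTB, 2545 to 4123. The paper proposes that the lower level of methyltransferases explains part of the hypomethylation of EVT.

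**Figure D8:**
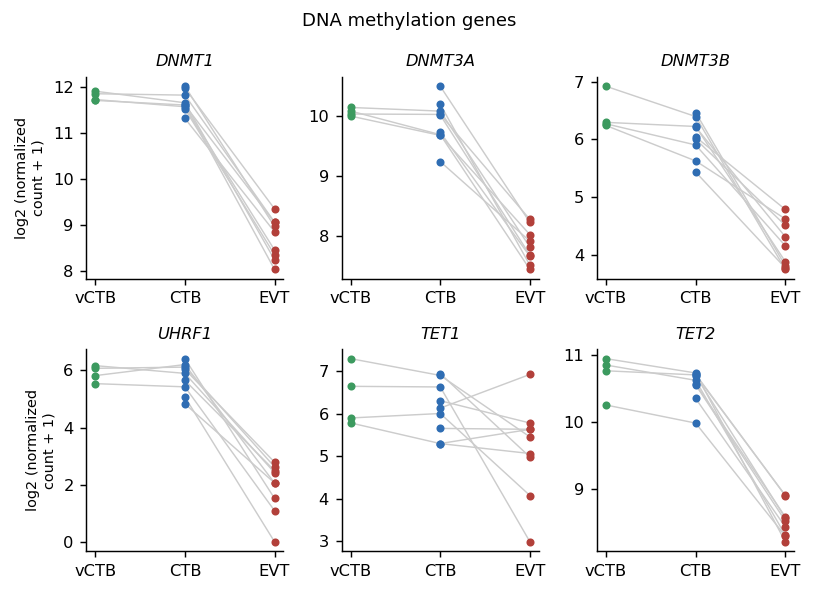
Log2 of the normalized count plus 1 of *DNMT1*, *DNMT3A*, *DNMT3B*, *UHRF1*, *TET1* and *TET2* in vCTB (4 placentae), CTB (9) and EVT (9), with 1 point per library and grey lines joining the libraries of 1 placenta. All but *TET1* are lower in EVT than in CTB in 9 of 9 placentae.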

Our RNA-seq data also shows that the *DNMT1*, *DNMT3A,* and *DNMT3B* methyltransferase genes, responsible for much of DNA methylation, were down-regulated 7.7-, 4.2-, and 3.8-fold, respectively, in the transition between CTB and EVT, perhaps explaining, in part, the broad hypomethylation observed in the EVT.

### 3.9. Correlation Between Gene Expression and Methylation

We examined the relationship between gene expression and methylation by testing the extent of correlation between the two analyses. Correlation was observed (FDR ≤ 0.05) for 5452 genes over >17,000 CpG sites. Intersection with our EMT gene library identified 188 EMT-associated genes showing correlation of expression with methylation (Table S7). Of these, 124 demonstrated a negative correlation, that is, decreasing expression with increasing methylation, while 54 showed a positive correlation. Analysis using the Hallmark gene sets revealed that the genes showing a negative correlation were clearly associated with the EMT and, to a lesser degree, with TGFß signaling.

### 3.10. Genes Showing Gain of Methylation, Differential Expression, and Involvement in EMP

In contrast to the genome-wide hypomethylation described above, a gain of methylation (GOM; ≥2 CpGs with ≥20% increase in methylation, FDR < 0.05) was associated with >1400 genes. We suggest that the gains of methylation, which occur in regulatory sequences including promoter, enhancer, and insulator regions, might be specific, directed events. Many of these GOM regions showed altered mRNA expression in the nearest genes. Meshing these GOM regions with our DE gene set revealed more than 700 genes that showed both gain of methylation and altered gene expression. Notably, the Hallmark EMT gene set was also enriched in this set of GOM-DE genes. The further intersection of these genes with those in the EMT library revealed a subset of 44 genes (GOM-DE-EMT genes; Table 2).

Among these genes, there were 15 where increased methylation was associated with increased gene expression and 29 where increased methylation was associated with decreased expression. 

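The 15 genes with raised expression include matrix and growth factor genes. Perlecan (*HSPG2*), on chromosome 1 from 21822244 to 21937310, had a normalized count of 33840 ± 24880 (SD, n = 9) in EVT and 1007 ± 564 (SD, n = 9) in CTB (log2 fold change 5.14, standard error 0.40, adjusted p = 5.98e-08 from edgeR). *TGFB1* rose from 22.2 ± 10.7 to 370 ± 262 (log2 fold change 4.02, standard error 0.24, adjusted p = 3.76e-09 from edgeR), with 95.8 to 260 in the 5 EVT libraries of set 1 and a mean of 635 ± 96.7 in the 4 of set 2. *PMEPA1* (4.54) and *LAIR2* (4.60) rose more than *PLOD1* (1.81) and *BMP1* (1.90). Among the 29 genes with lowered expression the largest falls were in *LRP2*, *PEG10* and *SLC27A2* (−7.58), and the smallest in *PTPN14* (−1.28) and *TPD52L1* (−1.52). *NOTCH1* (−1.75) and its ligand *JAG1* (−3.97) fell together, as did the receptors *IGF1R* (−2.08) and *EPHB4* (−6.95). All 15 genes were called higher and all 29 lower in EVT (15 and 29 when adjusted over the list alone), but the study chose them by their change in these libraries, so this is not independent evidence.

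**Figure D9:**
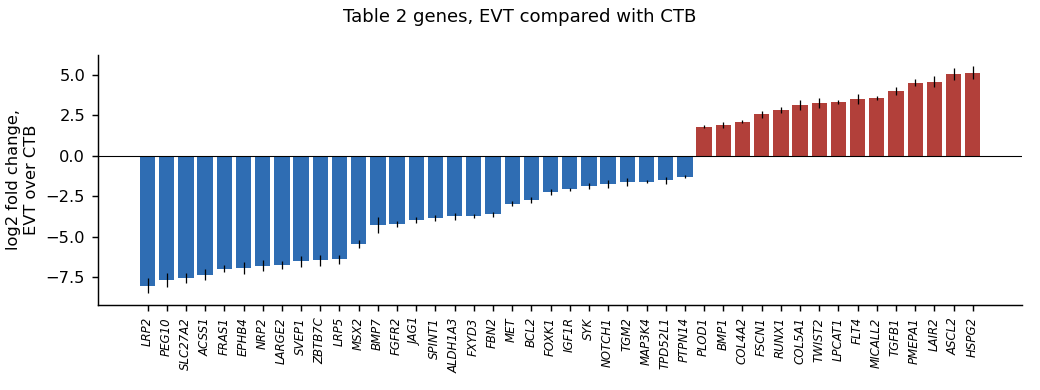
Log2 fold change, EVT over CTB, of the 44 genes of Table 2 over 9 placentae, with bars of 1 standard error. The 15 raised genes run from 1.81 (*PLOD1*) to 5.14 (*HSPG2*), and the 29 lowered genes from −1.28 (*PTPN14*) to −8.04 (*LRP2*).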

We examined the role played by these genes in the EMT via reports in the literature and whether the changes in expression caused by increased methylation would have had the effect of promoting or inhibiting cellular progression from epithelial to mesenchymal across the EMT spectrum (Table S8). Those genes showing an increased expression as a result of increased methylation were generally associated with the promotion of the EMT. Those genes showing a decreased expression with increased methylation were generally associated with the reverse, promotion of the mesenchymal-epithelial transition (MET). A proportion in both categories was associated with both EMT and MET, depending on the tissue context.

### 3.11. A 1.3 Mb Domain Gain of Methylation in EVT Spans the EMT-Associated RUNX1 Gene

Among the genes showing GOM and increased expression is the transcription factor, *RUNX1*, a well-recognized participant in the EMT and a regulator of cell mobility [49,50,51,52]. A 1.3 Mb domain of extensive CpG hypermethylation on human chromosome 21 in EVT was observed to span the *RUNX1* gene. Importantly, this broad domain of GOM was interrupted by smaller regions of loss of methylation, with the GOM being excluded from the major *RUNX1* promoter element, which was relatively hypomethylated in EVT (Figure 6). 

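*RUNX1*, a DNA-binding factor of the Runt family, lies on chromosome 21 of GRCh38 from 34787801 to 35049302. Its normalized count was 314 ± 162 (SD, n = 9) in EVT and 44.6 ± 26.9 (SD, n = 9) in CTB, a log2 fold change of 2.82 (standard error 0.19, adjusted p = 1.02e-08 from edgeR), and EVT was higher in 9 of 9 placentae. The levels differed between the library sets, at 181 ± 27.6 (n = 5) in EVT of set 1 and 480 ± 50.9 (n = 4) in EVT of set 2, and at 30.4 ± 13.0 and 62.4 ± 30.8 in CTB. In vCTB it was 49.5 ± 30.95 (n = 4).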

*RUNX1* shows a high gain of methylation during the CTB to EVT differentiation process (GOM at 21 CpG sites) associated with a greater than 7-fold increase in mRNA expression (Table 2). The increased methylation in *RUNX1* is largely accounted for by hypermethylation of the gene body, a process which has been shown to be positively correlated previously with increased transcription [53] and confirmed in this report. Moreover, when compared to other canonical and non-canonical EMT transcription factors, *RUNX1* is only one of three that show a GOM and does so to a substantially greater degree than the other GOM-EMT transcription factors, *ASCL2* and *FOXK1* (Table S2), emphasizing its unique nature.

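*ASCL2*, a basic helix–loop–helix factor on chromosome 11 from 2268498 to 2270588, had a normalized count of 2274 ± 472 (SD, n = 9) in EVT and 80.8 ± 54.3 (SD, n = 9) in CTB (standard error of its log2 fold change 0.37, adjusted p = 3.02e-08 from edgeR). *FOXK1*, a forkhead factor on chromosome 7 from 4682295 to 4771442, moved the other way, from 958 ± 368 in CTB to 198 ± 70.2 in EVT (log2 fold change −2.24, standard error 0.17, adjusted p = 4.24e-08 from edgeR). Both differences held in 9 of 9 placentae and exceeded the spread between them.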

### 3.12. Knockdown of RUNX1 Leads to Altered Cell Migration and Invasion

One potential role for the GOM-DE-EMT genes is stabilizing an EVT phenotype, leading to a restricted localization on the EMT spectrum. To test this concept functionally, we investigated the role of *RUNX1* as an example of a possible regulatory transcription factor. We treated JEG3, a trophoblast cell line derived from an invasive choriocarcinoma, with an siRNA against *RUNX1* and investigated the effect on *RUNX1* gene expression, RUNX1 protein expression, and JEG3 migratory capacity. As seen in Figure 7A, a 48-h treatment of JEG3 with siRUNX1 reduced gene expression by ~60% compared to treatment with the negative control (siNEG). Figure 7B shows a Western blot of siRUNX1-treated JEG3 cells using a monoclonal anti-RUNX1 antibody. The quantification of the Western blot is displayed in Figure 7C, which shows a ~55% reduction in RUNX1 protein in the siRUNX1-treated cells compared to siNEG-treated cells. After demonstrating the knockdown of the *RUNX1* gene and RUNX1 protein, we measured the migratory capacity of siRUNX1-treated JEG3 cells using a scratch assay (Figure S1). Figure 7D shows that the migratory capacity of the siRUNX1-treated cells was reduced by ~60% compared to the siNEG-treated controls at 72 h, paralleling the knockdown in mRNA and protein. Figure 7E shows that knockdown of *RUNX1* mRNA and protein leads to reduced invasion through Matrigel, a different process than migration, and consistent with the known role of *RUNX1* as a pro-EMT gene in other systems. This is consistent with in vivo information and the in vitro data described above.

## 4. Discussion

Our transcriptomic and methylomic comparison between term EVT and CTB has revealed substantial differences. In the transcriptomic comparison, we found over 5200 genes displaying gene expression changes. When this list was compared with a library of genes drawn from a broad set of EMT databases, there was a significant overlap between EMT genes and those showing altered expression in the EVT/CTB comparison. Most of the EMT master regulatory transcription factors and other EMT-associated transcription factors showed altered expression indicative of EMP. This solidly supports the operation of an EMP mechanism in trophoblast differentiation. This is substantiated by the finding of the Hallmark EMT gene set as the most prominently enriched functional process. Notably, the altered expression of EMT-associated genes in third-trimester EVT was not diminished by in vitro incubation, indicating that the differential expression was not reversible by separation from the in vivo environment.

Examining trophoblast methylation status revealed a substantial degree of hypomethylation in the EVT, even compared to the already-hypomethylated CTB. However, a small fraction of the sites tested demonstrated a gain of methylation. The intersection between these gains of methylation genes and the trophoblast EMT genes generated a group with both gains of methylation and differential expression. Functional testing of one of the primary genes in this group, *RUNX1*, confirmed its participation in the migration and invasion processes characteristic of EVT, supporting that a small number of genes showing gain of methylation in EVT play a regulatory role in the trophoblast differentiation process.

### 4.1. Confirmation of EMP in Trophoblast Differentiation

The substantial overlap of DE genes with the library of EMT genes demonstrates that an EMT-like mechanism is responsible, in large part, for the differentiation changes we observe. Our assessment aligns with the consensus guidelines from the EMT International Association [54]. The well-described changes in cellular properties known to occur during an EMT and observed in CTB-to-EVT differentiation are associated with molecular changes observed with EMP and stimulated by core transcription factors [10,55]. These are supplemented by our previous observations showing changes in key EMT-associated proteins, including occludin, E-Cadherin, fibronectin, matrix metalloproteinase-2, integrin a1, and integrin a6 [11].

Confirmation of an EMP mechanism raises the question of the location of third-trimester EVT on the EMT spectrum. While first-trimester EVT appears to be well-advanced towards the mesenchymal limit of the EMT spectrum [10], third-trimester EVT appears to have undergone regression back towards the epithelial pole [11], a sign of the EMP, which characterizes trophoblast differentiation. First- and third-trimester EVT have been obtained from similar locations in both cases, ruling out changes ascribed to different EVT subtypes. Thus, the differential gene expression we observe in term placental EVT appears to be the result of at least two major forces. The first is the initial drive towards differentiation, which results in the mesenchymal phenotype of first-trimester EVT. The second force is that which reduces and/or reverses the EVT progression, leading to the loss of invasiveness, loss of proliferative capacity, and regression of EVT on the EMT spectrum. The data obtained here is, in all probability, an echo of the differentiation process which takes place early in gestation, blunted by the subsequent regression.

### 4.2. Changes in the DNA Methylation Profile

Several aspects of the changes in the DNA methylation profile between CTB and EVT stand out. The first is the overwhelming degree of hypomethylation in the EVT cells. That hypomethylation dominates both cell types agrees with other studies showing the relative hypomethylation of the placenta or trophoblast compared to other somatic cells [43,44,45,46,47,48]. The interesting comparison here is to the aberrant DNA methylation (i.e., genome-wide hypomethylation) observed in cancer cells [56]. Within cancer cells, DNA methylation levels are reduced in regions of low CpG density compared with normal cells, while a subset of CpG islands are hypermethylated in a cell-specific manner, mainly targeting CpG islands in gene expression regulatory elements. This frequently results in alterations to genes controlling cell adhesion, migration, and invasion [56], properties shared with EVT. These pathways seem to be associated with the EMT-related gene expression changes that correlate with methylation. The similarity to metastasizing cancer cells, which employ EMT as a transforming mechanism, again supports the role of EMP in trophoblast differentiation.

The cause of the hypomethylation in the EVT is unknown. However, a possible contributing factor is the reduction in DNA methyltransferase expression, as both *DNMT3A* and *DNMT3B* show a gain of methylation within their promoter regions, while *DNMT1* shows a gain of methylation in other regulatory regions. Our transcriptomic results also show a major decrease in *UHRF1* (−17.1-fold), which codes for a ubiquitination factor crucial for methylation. 

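*UHRF1*, on chromosome 19 from 4903080 to 4962154, encodes the protein that brings DNMT1 to newly copied DNA. It had a normalized count of 55.6 ± 19.1 (SD, n = 9) in CTB and 3.27 ± 1.97 (SD, n = 9) in EVT, with a log2 fold change of −4.05 (standard error 0.24, adjusted p = 3.52e-09 from edgeR). EVT was lower in 9 of 9 placentae, with levels of 0 to 5.91 in EVT and 27.4 to 84.3 in CTB.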

*UHRF1* depletion results in significant promoter demethylation and gene upregulation in cancer cells [56]. However, this, like the actions of *TET1* and *TET2,* which are normally associated with demethylation, requires the DNA replication-dependent dilution of DNA methylation marks by the inactivation of de novo DNA methylation. As third-trimester CTB and EVT are relatively non-proliferative, this indicates that demethylation processes observed in EVT may well occur earlier in gestation, at a time when these cells still retain proliferative capacity. These data would support the generation, early in gestation, of a mobile, invasive cell phenotype for the EVT, similar to cancer cell metastasis, followed later by a reduction in invasive capability, occurring at a time when these cells are still proliferative and generating the hypomethylated EVT we observe in the third trimester. The timing of the decline in proliferative capacity is as yet unclear, but it marks the demarcation point for DNA replication-dependent demethylation events. The methylation changes in CTB between early and late first trimester observed by Nordor et al. [42] may mark the time at which changes resulting in abnormal invasion occur.

### 4.3. Gain of Methylation and Trophoblast EMP

By contrast with the generalized hypomethylation, EVT also shows a gain of methylation in a small proportion of the sites surveyed. The very limited extent of the gain of methylation, in the face of overwhelming EVT hypomethylation and the decreases in the expression of the methyltransferases, suggests to us that these events may be specifically directed, potentially with functional consequences. Within the DE gene set, a fraction shows GOM and are identifiable as associated with an EMT (Table 2). An examination of these 44 genes reveals a mixture of pro-EMT and pro-MET (mesenchymal-epithelial transition) gene expression changes. For some genes, such as *TGFß1*, *FLT4,* and *MICALL2*, an increase in expression may be associated with mechanisms promoting a pro-EMT shift, towards the mesenchymal phenotype. Others with increasing expression, such as *COL5A1*, are thought to be consequences of that shift rather than mediators, although they do form part of the mechano-transduction processes which accompany the EMT [57,58]. Most of the genes showing increased expression associated with a gain of methylation support a pro-EMT shift across the EMT spectrum. By contrast, for methylated, EMT-associated genes showing a decrease in expression, the primary effects appear to support a pro-MET role. Overall, these two gene sets demonstrate features that both promote and suppress the trophoblast EMT (Table S8).

### 4.4. Functional Effects of Methylation

Despite the specific gains in methylation and an association with EMT, the consequences of these changes have not been tested functionally in trophoblasts. Therefore, we chose to investigate the role of *RUNX1*, as an example of an EMT-associated gene for which the GOM is positively correlated with expression in EVT. In the human placenta, RUNX1 protein was observed in chorionic villi and decidua by Bermudez et al. [59], but in the absence of co-labeling, cell type localization could not be confirmed. By contrast, the findings of Ponder et al. point specifically to the presence of RUNX1 protein in cell column CTB and in EVT throughout gestation [60]. *RUNX1* has also been shown to play a crucial role in the differentiation of human embryonic stem cells (HESCs) to early mesodermal lineages. In these experiments, Van Oudenhove et al. discovered that depletion of *RUNX1* not only impaired the EMT but also caused a loss in cellular motility, as reflected in a scratch assay [52]. Our findings in JEG3 trophoblast lineage cells replicate this finding and further demonstrate that loss of *RUNX1* mRNA and its encoded protein decreases trophoblast invasion, consistent with the general pro-EMT function of this gene. Our findings of increased *RUNX1* gene body methylation and upregulation of its mRNA in EVT, combined with the effects of its silencing on JEG3 cell migration, suggest that it plays a significant role in trophoblast differentiation. Another gene, *ASCL2*, which shows an increase in methylation paralleled by an increase in expression, displays a similar pattern, in that disruption of expression leads to an impairment of differentiation [61].

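The level of *ASCL2* ranged from 1821 to 3284 over the 9 EVT libraries, from 5.13 to 181 over the 9 CTB libraries and from 9.14 to 163 over the 4 vCTB libraries. At an equal level of decidual stroma genes, a line fitted over 9 pairs put *ASCL2* higher in EVT than in CTB by 4.21 on the log2 scale (standard error 0.93). That value is largely extrapolated, since EVT and CTB had near equal levels of these genes only in placenta 9.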

### 4.5. Consequences of Methylation and Gene Expression Changes

We interpret our findings in the following manner. Trophoblast EMP is controlled by the balance of forces advancing cells towards either the epithelial or mesenchymal ends of the EMT spectrum. Changing the expression of genes controlling specific aspects of EMP will drive cells one way or the other. Thus, in the first trimester, there is high expression of genes such as *ZEB2*, which promote transition towards the invasive, mesenchymal cell type [10]. As gestation progresses, other gene expression changes moderate this drive such that the cells lose invasiveness but remain balanced between the more extreme epithelial and mesenchymal phenotypes.

We believe that the specific gains of methylation we observed may be part of a balancing act, preventing cells from regressing entirely to the epithelial phenotype while losing the invasive ability characteristic of the more mesenchymal, first-trimester EVT. These gains in methylation lock cells displaying EMP into a non-proliferative, non-invasive phenotype. Supporting this contention is data from Horii et al., who show that the differences in methylation between primed and naïve induced pluripotent stem cell (iPSC)—derived EVT appear to have significant consequences for invasiveness [62]. What remains unknown at this point are those factors, acting through the (de)methylation pathways, which initiate and regulate the equilibrium of the third-trimester EVT. The absence of the decidua in tubal pregnancies, where invasion is not arrested, is very instructive in this regard [63,64], suggesting that external signals, such as those produced by the decidua, may play a major role in the initial arrest of invasion.

### 4.6. Study Limitations

The number of samples analyzed in this type of study is always a limitation, although we believe that the pairing of CTB and EVT derived from the same tissue may have compensated in part for that particular shortcoming. As with many studies of this type, the conclusions reached here are limited by the fact that we used only third-trimester cells in this analysis. It is important to note, however, that this study was designed to act as a baseline for third-trimester investigations of pathological pregnancy conditions and has, thus, fulfilled its design expectations. Another limitation lies with the assessment of EMT genes. While we have used available libraries and databases, they are limited in their coverage and composed primarily of genes identified in cancer studies. There are many genes that, while identified as being associated with the EMT in the literature, are not in our library, and, conversely, many genes in the library may not be involved in trophoblast EMP.

We limited our functional testing to *RUNX1* as a good example of a gene that shows gain of methylation. The substantial increases in methylation and expression meant we were not examining a marginal event, while its role as a transcription factor underlines its importance. Further testing the individual roles of GOM-DE-EMT genes and the collective effects on EMP will require a significant degree of gene manipulation in realistic trophoblast models such as differentiating trophoblast stem cells and, as such, is beyond the scope of this study. In our functional testing, we also limited the cell type to JEG3 choriocarcinoma cells. While these are not EVT cells, they are proliferative and invasive trophoblast cells expressing HLA-G, which provide a useful model in which to test the role of *RUNX1*. Similarly, we used only one type of siRNA to knockdown *RUNX1*. While we are aware of the potential for off-target effects when unverified by a different siRNA, the fact that we were able to knock down RUNX1 protein by ~60% and to see reductions in both migration and invasion by the siRNA-treated cells convinced us that the *RUNX1* is involved in the regulation of a crucial aspect of trophoblast EMP.

The EVT analyzed in this report was isolated from the placental basal plate. It is possible that they may differ to some degree from those found in the deep decidua or upper layer of the myometrium. They are, nevertheless, invasive cells which have, in large part, moved beyond the villous tips and into the decidua, similar to the first trimester EVT, which were not obtained from the placental bed [36]. The information on first- and third-trimester DE in the latter report shows great similarity to our third-trimester data. Nevertheless, both investigations have skirted another limitation, which has become increasingly apparent from single-cell RNA-seq studies: the possible presence of cells regarded as intermediate between CTB and EVT [65,66,67]. The differences between vCTB and CTB provide support for the existence of this continuum of cell types; however, the numbers, temporal characteristics, and transience of these intermediates are a continuing issue.

## 5. Conclusions

Our gene expression results confirm that the differentiation of CTB into EVT includes the substantial involvement of an EMT-like mechanism. The differential DNA methylation profile demonstrates that the differentiation event is accompanied largely by EVT hypomethylation. The exception is the small number of genes showing a gain of methylation, many of which are associated with changes in gene expression. Within this latter group are genes that participate in EMP, one example being *RUNX1*, which shows a gain of gene body CpG methylation. We demonstrated that *RUNX1* likely plays a significant role in the behavior of trophoblast cells, illustrated by changes in migratory rate and invasive efficiency upon *RUNX1* depletion. The GOM-DE-EMT genes show changes in expression that promote both EMT and MET. This leads us to propose that the change in the methylation profile is one means by which movement of these third-trimester cells on the EMT spectrum is constrained, locking them into a stable configuration which is non-invasive but phenotypically mesenchymal.

## Figures and Tables

**Figure 1:**
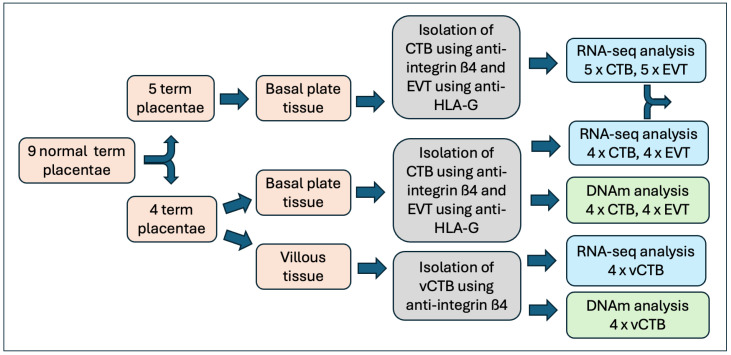
Flowchart showing preparative and analytical steps.

**Figure 2:**
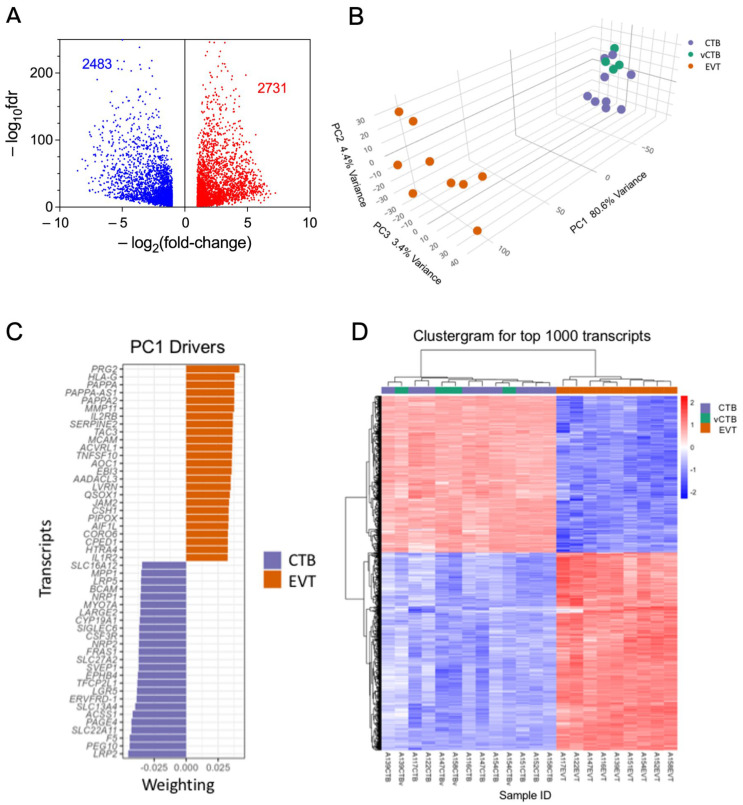
Analysis of RNA sequencing data. (**A**) Volcano plot of RNA sequencing DE data showing decreased expression in EVT (blue) and increased expression (red). Paired analysis, using the threshold parameters of (1) FDR ≤ 0.05, (2) featureCount (baseMean) ≥ 10, and (3) a fold change of ≥1.5. (**B**) PCA plot of CTB (purple), vCTB (green), and EVT (orange) using the full DE gene set. (**C**) Top 50 driver genes (25 positive, 25 negative) for the first component of the PCA. (**D**) Clustergram for CTB (purple), vCTB (green), and EVT (orange) for the top 1000 genes.

**Figure 3:**
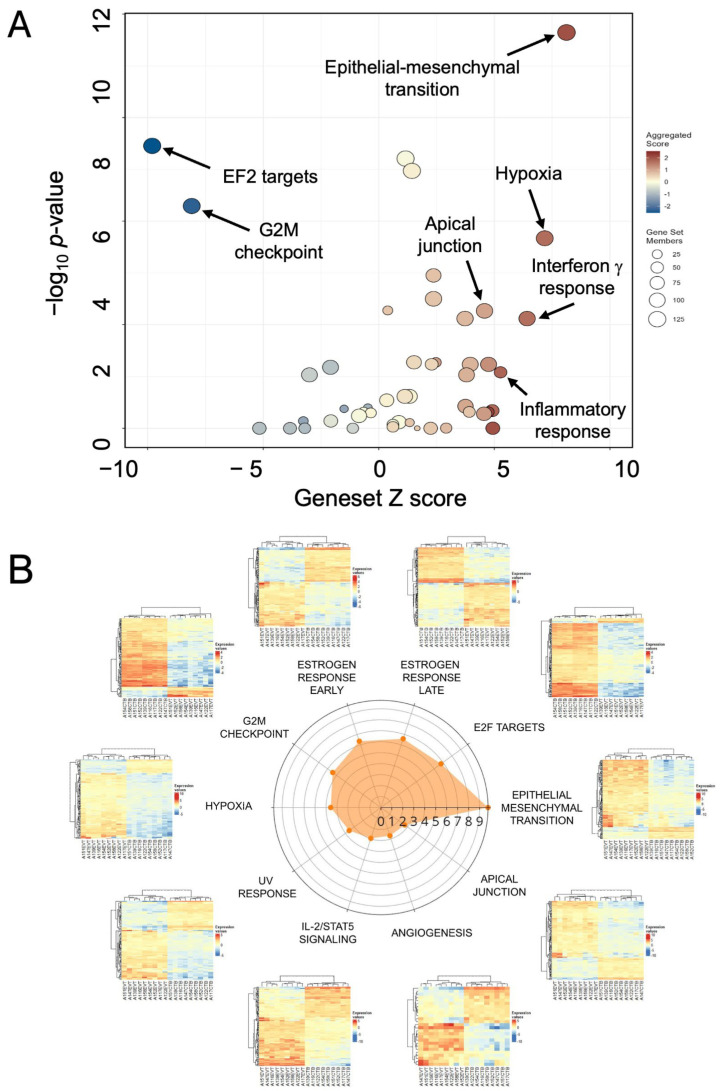
Functional enrichment of differentially expressed genes in EVT. (**A**) Volcano/bubble plot of enrichment drawn from the Hallmark database of gene sets. (**B**) Radar plot of the top 10 enriched gene sets. Each heatmap shows the nine lanes for CTB on the left and nine for EVT on the right.

**Figure 4:**
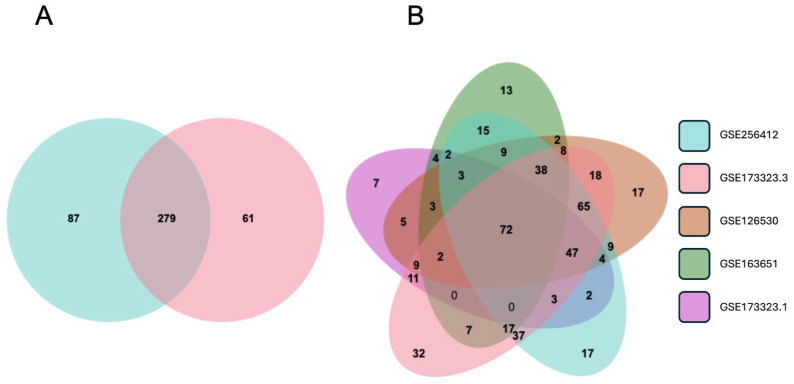
Differential gene expression between CTB and EVT in first- and third-trimester gene sets. (**A**) Venn diagram showing differentially expressed EMT-associated genes from third-trimester datasets GSE256412 (blue) and GSE173323 (red). (**B**) Venn diagram showing differentially expressed EMT-associated genes from third-trimester datasets GSE256412 (blue), GSE173323 (red), and first-trimester datasets GSE1265230 (brown), GSE163651 (green), and GSE173323 (purple).

**Figure 5:**
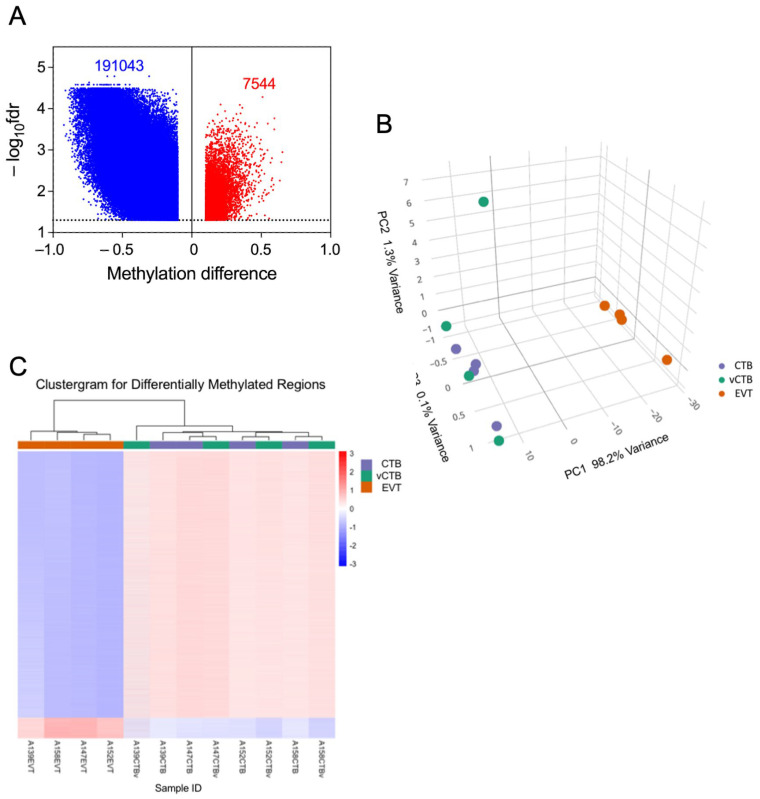
Differential methylation of genes in EVT compared to CTB. (**A**) Volcano plot showing differences in total methylation (decreased—blue, increased—red) between CTB and EVT. Dotted line marks fdr = 0.05 cut-off. (**B**) PCA plot of the methylome for CTB (purple), vCTB (green), and EVT (orange). (**C**) Clustergram showing differences in methylation between vCTB, CTB, and EVT.

**Figure 6:**
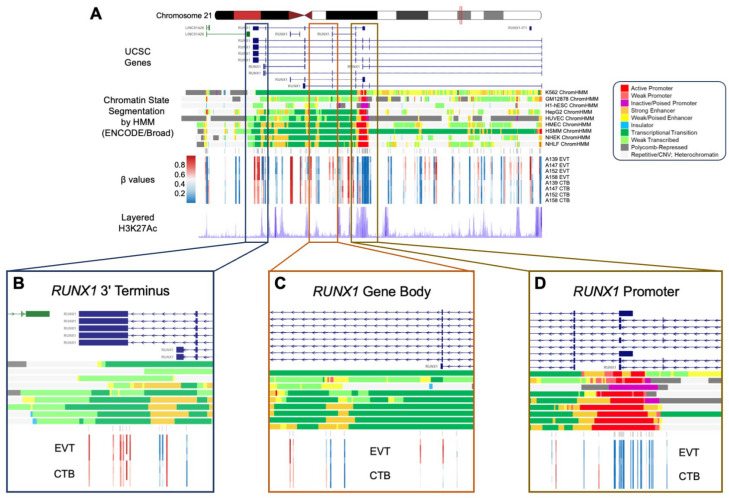
Regional RUNX1 gene body hypermethylation in EVTs relative to CTBs. (**A**) Integrative genomics viewer (IGV) visualization of the genomic region around RUNX1 (Chr21: 36,110,847–36,448,197; hg19 coordinates) displaying the chromosome 21 ideogram and the following tracks: (1) UCSC known genes track showing RUNX1 transcripts (blue) and antisense LINC01426 transcripts (green); (2) Chromatin State Segmentation by Hidden Markov Model (ChromHMM) track for nine ENCODE cell lines; (3) Illumina 850 k EPIC methylation array track showing positions of CpG sites being measured; (4) heatmap representation of DNA methylation (β values) for EVT and CTB samples; (5) layered H3K27Ac track (epigenetic mark for active regulatory elements). (**B**–**D**) Enlarged views of three regions from the RUNX1 gene (3′ terminus, gene body, 5′ promoter), showing DNA methylation changes in relation to genomic and epigenomic features. The ChromHMM display conventions are as in https://genome.ucsc.edu/cgi-bin/hgTrackUi?g=wgEncodeBroadHmm, accessed on 5 January 2019.

**Figure 7:**
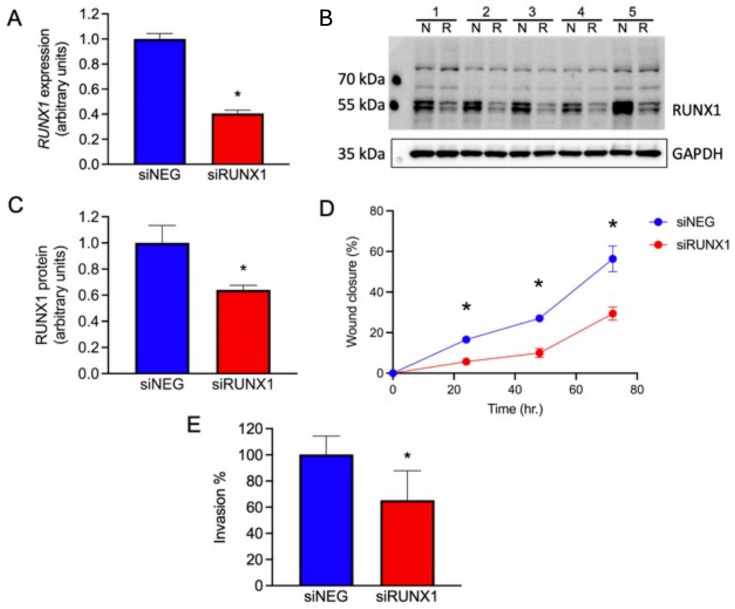
Role of RUNX1 in trophoblast. Changes in RUNX1 message, protein, and in migration and invasion of JEG3 cells following treatment with siNEG or siRUNX1. Statistical analysis was performed by a paired *t*-test for all measures. (**A**) RUNX1 gene expression, normalized to YWHAZ; n = 4, * *p* < 0.001. (**B**) Western blot of JEG3 cells for RUNX1 and GAPDH following treatment with siNEG (N) or siRUNX1 (R). (**C**) Quantification of RUNX1 protein expression, normalized to GAPDH, in JEG3 cells following treatment with siNEG or siRUNX1; n = 5, * *p* < 0.01. (**D**) Migration of JEG3 cells following treatment with siNEG or siRUNX1, measured as a percentage of wound closure; n = 3; * *p* < 0.05. (**E**) Invasion of siRUNX1-treated JEG3 through Matrigel-coated Transwell membranes, measured as a percentage of invasion by siNEG-treated cells; n = 16; * *p* < 0.001.

**Table 1:** Functional enrichment of biological processes in EVT compared to CTB.

Biological Process	Z Score	Adj. *p* Value
HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION	8.12	1.71 × 10^−10^
HALLMARK_HYPOXIA	7.18	2.63 × 10^−5^
HALLMARK_INTERFERON_GAMMA_RESPONSE	6.42	2.77 × 10^−3^
HALLMARK_INFLAMMATORY_RESPONSE	4.75	4.15 × 10^−2^
HALLMARK_APICAL_JUNCTION	4.58	1.99 × 10^−3^
HALLMARK_TNFA_SIGNALING_VIA_NFKB	3.96	4.15 × 10^−2^
HALLMARK_GLYCOLYSIS	3.74	2.77 × 10^−3^
HALLMARK_TGF_BETA_SIGNALING	2.47	4.15 × 10^−2^
HALLMARK_IL2_STAT5_SIGNALING	2.37	1.11 × 10^−3^
HALLMARK_UV_RESPONSE_DN	2.37	2.68 × 10^−4^
HALLMARK_ANDROGEN_RESPONSE	2.29	4.15 × 10^−2^
HALLMARK_APOPTOSIS	1.53	4.15 × 10^−2^
HALLMARK_ESTROGEN_RESPONSE_EARLY	1.44	4.38 × 10^−7^
HALLMARK_MITOTIC_SPINDLE	−2.09	4.76 × 10^−2^
HALLMARK_G2M_CHECKPOINT	−8.09	3.66 × 10^−6^

**Table 2:** Differentially expressed genes associated with EMT, which show a gain of methylation.

Gene ID	Fold Change	CpG Gain	Gene ID	Fold Change	CpG Gain	Gene ID	Fold Change	CpG Gain
*HSPG2*	38.4	3	*PTPN14*	−2.4	3	*FGFR2*	−19.1	9
*ASCL2*	37.3	3	*NOTCH1*	−3.0	2	*BMP7*	−24.0	5
*LAIR2*	31.7	2	*TPD52L1*	−2.9	2	*MSX2*	−46.8	2
*PMEPA1*	27.0	2	*MAP3K4*	−3.0	5	*LRP5*	−91.4	6
*TGFB1*	17.5	3	*TGM2*	−3.1	2	*SVEP1*	−93.6	2
*FLT4*	13.9	8	*SYK*	−3.7	2	*ZBTB7C*	−104.2	6
*MICALL2*	12.5	12	*IGF1R*	−4.2	2	*LARGE2*	−114.9	2
*LPCAT1*	10.2	2	*FOXK1*	−4.8	2	*NRP2*	−123.0	2
*TWIST2*	10.2	2	*BCL2*	−6.9	2	*FRAS1*	−128.1	2
*COL5A1*	9.9	47	*MET*	−7.73	2	*EPHB4*	−140.9	5
*RUNX1*	7.5	21	*FBN2*	−12.3	2	*ACSS1*	−189.9	7
*FSCN1*	6.2	7	*FXYD3*	−13.1	3	*PEG10*	−195.8	5
*COL4A2*	4.4	4	*SPINT1*	−14.3	3	*SLC27A2*	−248.2	3
*BMP1*	3.8	2	*ALDH1A3*	−14.8	2	*LRP2*	−293.8	2
*PLOD1*	3.5	2	*JAG1*	−15.8	2			

## Data Availability

The RNA-seq and DNA methylation data can be found in the NCBI GEO database under the accession numbers GSE256412 and GSE259304, respectively.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells14130970/s1, Table S1: Demographic characteristics of pregnancies from which placental tissue was obtained; Table S2: Differential expression and loss/gain of methylation in EMT master regulator or other EMT-associated transcription factors; Table S3: Differential expression of placental genes between CTB and EV; Table S4: EMT-associated genes showing differential expression in the CTB/vCTB and EVT/CTB comparisons; Table S5: Core trophoblast EMP gene differential expression signature; Table S6: Validation of an abbreviated EMP gene signature; Table S7: EMT-associated genes showing correlation between methylation and differential expression; Table S8: Potential effects on EMP of altered expression of DE-EMT genes that show a gain of methylation. Figure S1: Scratch assay images. Images show, from left to right, JEG3 cell migration following a scratch made by a 1 mm pipette tip. The upper set show migration of JEG3 cells treated previously with the siNEG control and the lower set show migration of cells previously treated with siRUNX1, as detailed in Materials and Methods, Section 2.3.

# Supplementary material for: Epigenetic Changes Regulating Epithelial–Mesenchymal Plasticity in Human Trophoblast Differentiation
**Source:** Cells. 2025 Jun 24;14(13):970. doi: 10.3390/cells14130970
**Supplement:** Supplementary file 1

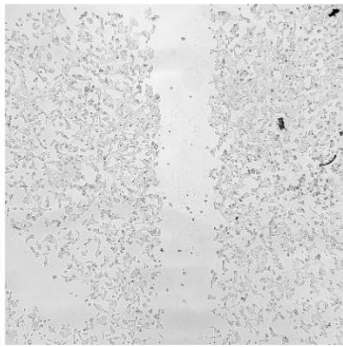

siNEG 0 hrs

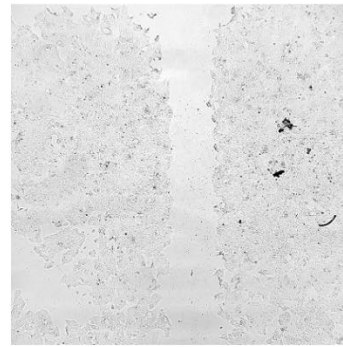

siNEG 24 hrs

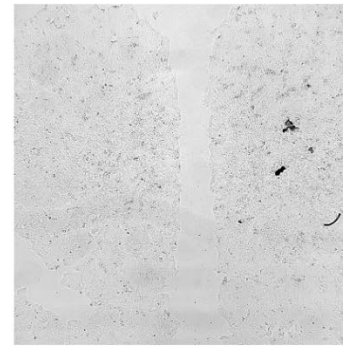

siNEG 48 hrs

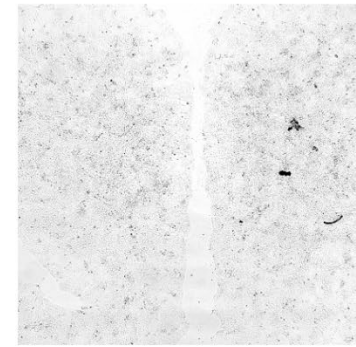

siNEG 72 hrs

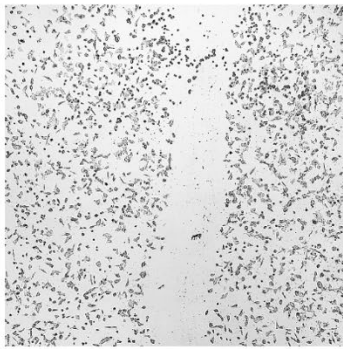

siRUNX1 0 hrs

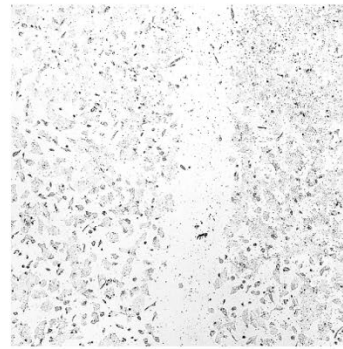

siRUNX1 24 hrs

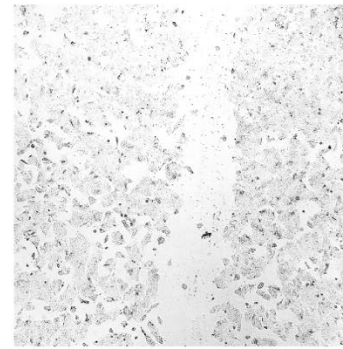

siRUNX1 48 hrs

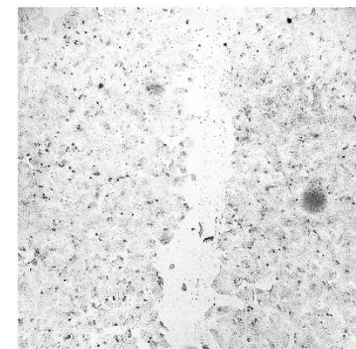

siRUNX1 72 hrs

Figure S1: Scratch assay images. Images show, from left to right, JEG3 cell migration following a scratch made by a 1 mm pipette tip. The upper set show migration of JEG3 cells treated previously with the siNEG control and the lower set show migration of cells previously treated with siRUNX1, as detailed in Materials and Methods, section 2.3

# Supplementary material for: Epigenetic Changes Regulating Epithelial–Mesenchymal Plasticity in Human Trophoblast Differentiation
**Source:** Cells. 2025 Jun 24;14(13):970. doi: 10.3390/cells14130970
**Supplement:** Supplementary file 1

Supplementary Table S1: Demographic characteristics of pregnancies from which placental tissue was obtained

Parameter	Full sample set (n=9)	EPIC set (n=4)
Maternal age (yrs)	32.8 ± 1.2	33.5 ± 1.8
Pre-pregnancy BMI	25.8 ± 1.7	24.8 ± 2.6
Gestational age at delivery (wks)	38.9 ± 0.1	39 ± 01
Fetal sex	M4 / F5	M2 / F2
Birthweight (g)	3383 ± 92	3295 ± 58
Birthweight centile	56.8 ± 7.2	49.5 ± 4.1
Placental weight (g)	514 ± 17	483 ± 14

# Supplementary material for: Epigenetic Changes Regulating Epithelial–Mesenchymal Plasticity in Human Trophoblast Differentiation
**Source:** Cells. 2025 Jun 24;14(13):970. doi: 10.3390/cells14130970
**Supplement:** Supplementary file 1

Supplementary Table S2: Methylation differences in EMT master regulator or other EMT-associated transcription factors

Transcription factor type	Name	Fold change in gene expression	Methylation difference (number of sites)	
			Loss of DNAm	Gain of DNAm
**EMT master regulator TF**<br>(Canonical EMT TF)	SNAI1	6.72	4	
	SNAI2	1.96		
	SNAI3	2.79		
	TWIST1	-6.67		
	TWIST2	10.17		1
	ZEB1	5.08	11	
	ZEB2	3.76	13	
**Non-canonical EMT TF**	ALX1	3.33		
	ASCL2	37.31		3
	BACH1	2.08	11	
	FOSL2	2.43	3	
	FOXC1	-12.5		
	FOXF2	31.01		
	FO XK1	-4.76	7	1
	FOXM1	-14.29		
	FOXN2	5.75	2	
	FOXQ1	8.12		
	GATA6	13.27	4	
	JUNB	1.63		
	KLF8	3.74		
	KLF10	2.31	1	
	OVOL1	-2.70	2	
	OVOL2	3.38	2	
	PRRX1	8.34	6	
	RUNX1	7.54	12	21
	SIX1	-12.5	1	
	SOX4	3.34	1	
	TBX3	-12.5		
	TEAD1	4.94	56	
	TEAD2	25.04		
	TEAD4	-9.09		
	WT1	2.20	8	
	ZBTB38	1.63	22

# Supplementary material for: Epigenetic Changes Regulating Epithelial–Mesenchymal Plasticity in Human Trophoblast Differentiation
**Source:** Cells. 2025 Jun 24;14(13):970. doi: 10.3390/cells14130970
**Supplement:** Supplementary file 1

Supplementary Table S3: Differential expression of placental genes between CTB and EVT.

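Table S3 gives a fold change in EVT for genes expressed mainly in the placenta, among them pregnancy-specific glycoproteins (*PSG*), envelope genes of endogenous retroviruses (*ERV*) and hormones. For 26 of its genes the fitted log2 fold changes from edgeR lay above the log2 of the paper's folds by a median of 1.06, whereas the ratio of the mean shares of the reads, with no further scaling, differed from them by a median of 0.01. The folds of the paper's Table 2 and Table S2, by contrast, lay close to the fitted ones, with median differences of −0.01 for both. Over all 13116 genes the ratio of shares is lower than the fitted change by a median of 1.00 on the log2 scale. *PAPPA*, for example, had a fitted fold change of 70.9 and a fold of 23.4 in its share of the reads. *PSG5* (log2 fold change 3.87) and *PSG3* (3.15) rose, while *PSG1* did not pass the test (0.09, adjusted p = 0.866 from edgeR); the *PSG* genes share sequence, so the split of reads between them is uncertain. Of 26 genes tested from the table, 15 were higher and 9 lower (15 and 9 when adjusted over the list alone, which is not independent evidence since the study chose the genes from these libraries).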

Gene ID	Fold Change
CSH2	38.00
CSH1	37.41
CSHL1	25.91
PAPPA	22.96
HLA-G	21.39
PAPPA2	18.63
PLAC8	15.98
GH2	9.65
LEP	9.00
PSG11	7.77
PSG5	6.42
HSD3B1	5.67
PSG8	5.41
PTN	4.46
PSG3	3.91
PSG7	2.63
PSG1	2.40
PSG9	2.29
PLAC1	2.24
PSG4	2.22
EDNRB	2.14
PLAC9	2.02
MID1	1.74
PLAC2	-1.87
PLAC4	-6.15
ERVW-1	-14.24
ERVV-2	-19.41
ERVV-1	-22.80
CYP19A1	-164.72
SIGLEC6	-213.61
PEG10	-329.45
INSL4	-332.75
ERVFRD-1	-343.84

# Supplementary material for: Epigenetic Changes Regulating Epithelial–Mesenchymal Plasticity in Human Trophoblast Differentiation
**Source:** Cells. 2025 Jun 24;14(13):970. doi: 10.3390/cells14130970
**Supplement:** Supplementary file 1

Supplementary Table S4: EMT-associated genes showing differential expression in the CTB/vCTB and EVT/CTB comparisons

Gene ID	Fold Change<br>CTB/vCTB	Fold Change<br>EVT/CTB
LUM	8.22	5.76
DCN	7.68	5.65
CYP1B1	7.56	3.54
CDH11	7.30	5.64
VIM	5.75	4.01
COL6A3	5.73	6.77
ZEB1	5.45	5.08
VCAN	5.32	6.8
COL6A2	3.93	14.27
TIMP1	3.75	27.67
COL3A1	2.98	4.48
LGALS1	2.70	13.66
SDC2	2.58	17.77
IGFBP4	2.26	5.35
TXNIP	2.08	4.38
S100A4	2.01	13.9
ZYX	-1.88	0
GSK3A	-1.98	0
TCF7	-2.00	0
LAMA5	-2.05	-2.22
GATA3	-2.46	2.76
DLX4	-2.52	3.06
EGR1	-2.86	0
NFIC	-3.30	0
MUC16	-3.69	0

# Supplementary material for: Epigenetic Changes Regulating Epithelial–Mesenchymal Plasticity in Human Trophoblast Differentiation
**Source:** Cells. 2025 Jun 24;14(13):970. doi: 10.3390/cells14130970
**Supplement:** Supplementary file 1

Supplementary Table S5: Core trophoblast EMP gene differential expression signature.

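Table S5 lists the genes of the EMT library that changed in each of the trophoblast datasets compared by the paper. In the placentae sequenced here the smallest rise among its tested genes was in *KLF6* (log2 fold change 1.72) and the smallest fall in *MAPK14* (−1.35). *B3GNT7* (5.503) and *LHX2* (4.49) rose, and *TMEFF1* (−4.88) and *DAB2* (−3.87) fell.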

Gene ID	Gene ID	Gene ID
ADAM19	FXYD3	MT1E
ALDH1A3	GLT8D2	MTDH
ANK3	HPGD	MTUS1
AURKA	IGFBP3	NUAK1
B3GNT7	IL1R1	OCLN
BCL2	ITGA5	PARP1
BMP7	ITGA6	PTN
CA2	ITGB1	RGS2
CDR2	KLF6	RGS3
CDS1	KRT19	RUSC2
DAB2	LAMA1	SERPINF1
EGFR	LHX2	SLC27A2
ELF5	LIMA1	SMAD3
EML1	LIMS2	SPINT1
ENG	LOXL1	ST14
EZH2	LOXL2	STAT5B
FAM163A	MAP3K4	TBX3
FAM169A	MAPK14	TGFB2
FGFR1	MARVELD3	TGM2
FGFR2	MCAM	TMEFF1
FLT4	MET	TNF
FN1	MFAP5	TPM1
FST	MME	YAP1
FSTL1	MSX2	ZNF165

# Supplementary material for: Epigenetic Changes Regulating Epithelial–Mesenchymal Plasticity in Human Trophoblast Differentiation
**Source:** Cells. 2025 Jun 24;14(13):970. doi: 10.3390/cells14130970
**Supplement:** Supplementary file 1

Supplementary Table S6: Validation of an abbreviated EMP gene signature

**Gene symbol**	**GSE126530**	**GSE163651**	**GSE173323**	**GSE173323**	**This report**
	**Fold change - first trimester**			**Fold change - third trimester**	
<i>BMP7</i>	-6.6	-24.6	-8.6	-23.1	-23.3
<i>ERVFRD-1</i>	-10.5	-34.8	-24.3	-38.2	-166.7
<i>MSX2</i>	-5.7	-12.9	-14.5	-31.6	-45.5
<i>SERPINF1</i>	-4.9	-19.5	-9.3	-37.7	-40.0
<i>ADAM19</i>	9.5	10.2	29.1	69.6	41.1
<i>FN1</i>	9.8	14.7	18.7	131.0	32.9
<i>HLA-G</i>	10.3	10.1	24.0	417.0	56.0
<i>ITGA5</i>	9.5	8.5	17.3	96.3	29.9

# Supplementary material for: Epigenetic Changes Regulating Epithelial–Mesenchymal Plasticity in Human Trophoblast Differentiation
**Source:** Cells. 2025 Jun 24;14(13):970. doi: 10.3390/cells14130970
**Supplement:** Supplementary file 1

Supplementary Table S7: EMT-associated genes showing correlation between methylation and differential expression

Positive correlation	Negative correlation	Conflict
Gene ID	Gene ID	Gene ID
<i>ADAM12</i> <i>MBP</i>	<i>ADAM19</i> <i>GJB3</i> <i>MCAM</i> <i>SDC2</i>	<i>ADAM12</i>
<i>ANK3</i> <i>MET</i>	<i>AXIN1</i> <i>GLRX</i> <i>MFAP5</i> <i>SEMA4C</i>	<i>FXYD3</i>
<i>AURKA</i> <i>MICALL2</i>	<i>B3GNT7</i> <i>GSN</i> <i>MMP11</i> <i>SERPINE1</i>	<i>HRAS</i>
<i>BCL2</i> <i>MTUS1</i>	<i>BMP1</i> <i>HIF1A</i> <i>MMP14</i> <i>SERPINE2</i>	<i>IL1B</i>
<i>BRAF</i> <i>NRP2</i>	<i>CAMK2N1</i> <i>HOXB7</i> <i>MMP2</i> <i>SLC16A3</i>	<i>LPCAT1</i>
<i>CDKN1B</i> <i>OCLN</i>	<i>CAPN2</i> <i>HPGD</i> <i>MTDH</i> <i>SLC39A6</i>	<i>MSX2</i>
<i>CDKN2A</i> <i>PLAU</i>	<i>CAV1</i> <i>HSPB1</i> <i>MUC1</i> <i>SLPI</i>	<i>PARP1</i>
<i>CDKN2C</i> <i>PLXNB1</i>	<i>CAV2</i> <i>ID1</i> <i>MYCN</i> <i>SMAD3</i>	<i>SLC27A2</i>
<i>CLDN1</i> <i>PPL</i>	<i>CDR2</i> <i>IFI30</i> <i>NDRG1</i> <i>SMAD7</i>	<i>SYK</i>
<i>COL8A1</i> <i>PROM1</i>	<i>CLU</i> <i>IGFBP3</i> <i>NID2</i> <i>SMAD9</i>	<i>ZEB2</i>
<i>CTNNBIP1</i> <i>PTPRZ1</i>	<i>COPZ2</i> <i>IL1R1</i> <i>NOG</i> <i>SNAI1</i>	
<i>CTS2</i> <i>RAB31</i>	<i>CRISPLD2</i> <i>IL6R</i> <i>NOTCH2</i> <i>SPARC</i>	
<i>DAB2</i> <i>RAPGEF5</i>	<i>CTNNB1</i> <i>ITGA5</i> <i>NUAK1</i> <i>SPINT1</i>	
<i>DSC2</i> <i>RUNX1</i>	<i>CXCR4</i> <i>ITGB1</i> <i>NUDT13</i> <i>SRC</i>	
<i>ELF5</i> <i>SERPINF1</i>	<i>DAPK1</i> <i>KIF3C</i> <i>OVOL2</i> <i>ST6GALNAC2</i>	
<i>EML1</i> <i>ST14</i>	<i>EGFR</i> <i>KRT14</i> <i>PAG1</i> <i>STAT3</i>	
<i>EZH2</i> <i>STAT5B</i>	<i>EMP3</i> <i>KRT15</i> <i>PDE4A</i> <i>TAGLN</i>	
<i>FAM169A</i> <i>TBX3</i>	<i>ENG</i> <i>KRT19</i> <i>PHLDA1</i> <i>TBX2</i>	
<i>FLT4</i> <i>TMEM30B</i>	<i>EPAS1</i> <i>KRT7</i> <i>PKP2</i> <i>TBX20</i>	
<i>FOXC1</i> <i>TPD52L1</i>	<i>ERBB2</i> <i>LAD1</i> <i>PMP22</i> <i>TEAD1</i>	
<i>FOXM1</i> <i>TWIST1</i>	<i>ETV4</i> <i>LEP</i> <i>PRKCE</i> <i>TGFB1</i>	
<i>FSCN1</i> <i>VSNL1</i>	<i>F11R</i> <i>LGALS1</i> <i>PRRG4</i> <i>TGFB2</i>	
<i>GMNN</i> <i>YAP1</i>	<i>FBLN5</i> <i>LIMA1</i> <i>PRSS8</i> <i>TGM2</i>	
<i>HBEGF</i>	<i>FBN1</i> <i>LIMS1</i> <i>PTK</i> <i>TIMP3</i>	
<i>ID2</i>	<i>FGFBP1</i> <i>LIMS2</i> <i>PTPN14</i> <i>TNF</i>	
<i>IL18</i>	<i>FGFR1</i> <i>LOXL1</i> <i>RAC1</i> <i>TPM1</i>	
<i>JAG1</i>	<i>FHL2</i> <i>LOXL2</i> <i>RCN3</i> <i>TPM2</i>	
<i>KRAS</i>	<i>FLT1</i> <i>LRRC15</i> <i>RECK</i> <i>VWCE</i>	
<i>LAMA1</i>	<i>FN1</i> <i>LTBP2</i> <i>RHOA</i> <i>WWTR1</i>	
<i>MAPK14</i>	<i>FSTL1</i> <i>MAPK3</i> <i>RHOD</i> <i>YBX1</i>	
<i>MARVELD3</i>	<i>FXYD3</i> <i>MAPK8</i> <i>RUSC2</i>

# Supplementary material for: Epigenetic Changes Regulating Epithelial–Mesenchymal Plasticity in Human Trophoblast Differentiation
**Source:** Cells. 2025 Jun 24;14(13):970. doi: 10.3390/cells14130970
**Supplement:** Supplementary file 1

Supplementary Table S8: Potential effects on EMP of altered expression of DE-EMT genes that show a gain of methylation

Gene ID	Fold change	Effect on EMT	References	Gene ID	Fold change	Effect on EMT	References
<i>HSPG2</i>	38.4	Pro-EMT	[1, 2]	<i>PTPN14</i>	-2.4	Pro-EMT	[3, 4]
<i>ASCL2</i>	37.3	Pro-EMT	[5-7]	<i>NOTCH1</i>	-3.0	Pro-MET	[8, 9]
<i>LAIR2</i>	31.7	Pro-EMT/Pro-MET	[10-13]	<i>TPD52L1</i>	-2.9	Pro-MET	[14, 15]
<i>PMEPA1</i>	27.0	Pro-EMT	[16, 17]	<i>MAP3K4</i>	-3.0	Pro-EMT	[18, 19]
<i>TGFB1</i>	17.5	Pro-EMT	[20, 21]	<i>TGM2</i>	-3.1	Pro-MET	[22, 23]
<i>FLT4</i>	13.9	Pro-EMT	[24, 25]	<i>SYK</i>	-3.7	Pro-MET/Pro-EMT	[26, 27]
<i>MICALL2</i>	12.5	Pro-EMT	[28, 29]	<i>IGF1R</i>	-4.2	Pro-MET	[30, 31]
<i>LPCAT1</i>	10.2	Pro-EMT	[32, 33]	<i>FOKK1</i>	-4.8	Pro-MET	[34, 35]
<i>TWIST2</i>	10.2	Pro-EMT/Pro-MET	[36-38]	<i>BCL2</i>	-6.9	Pro-MET	[39, 40]
<i>COL5A1</i>	9.9	Pro-EMT	[41, 42]	<i>MET</i>	-7.73	Pro-MET	[43, 44]
<i>RUNX1</i>	7.5	Pro-EMT/Pro-MET	[45-47]	<i>FBN2</i>	-12.3	Pro-MET	[48, 49]
<i>FSCN1</i>	6.2	Pro-EMT	[50, 51]	<i>FXRD3</i>	-13.1	Pro-MET/Pro-EMT	[52, 53]
<i>COL4A2</i>	4.4	Pro-EMT	[54, 55]	<i>SPINT1</i>	-14.3	Pro-MET/Pro-EMT	[56-58]
<i>BMP1</i>	3.8	Pro-EMT/Pro-MET	[59-61]	<i>ALDH1A3</i>	-14.8	Pro-MET	[62, 63]
<i>PLOD1</i>	3.5	Pro-EMT	[64, 65]	<i>JAG1</i>	-15.8	Pro-MET	[66, 67]
				<i>FGFR2</i>	-19.1	Pro-MET/Pro-EMT	[68-70]
				<i>BMP7</i>	-24.0	Pro-MET/Pro-EMT	[71-73]
				<i>MSX2</i>	-46.7	Pro-MET	[74, 75]
				<i>LRP5</i>	-91.4	Pro-MET	[76, 77]
				<i>SVEP1</i>	-93.7	Pro-EMT/Pro-MET	[28, 78, 79]
				<i>ZBTB7C</i>	-104.2	Pro-EMT/Pro-MET	[80-82]
				<i>LARGE2</i>	-114.9	Pro-EMT	[83, 84]
				<i>NRP2</i>	-123.5	Pro-MET	[85, 86]
				<i>FRAS1</i>	-128.1	Pro-EMT/Pro-MET	[87, 88]
				<i>EPHB4</i>	-140.9	Pro-EMT/Pro-MET	[89, 90]
				<i>ACSS1</i>	-189.9	Pro-MET	[91, 92]
				<i>PEG10</i>	-195.8	Pro-MET	[93, 94]
				<i>SLC27A2</i>	-250.0	Pro-MET/Pro-EMT	[95, 96]
				<i>LRP2</i>	-293.8	Pro-EMT/Pro-MET	[97, 98]

Pro-EMT: Change which has the effect of promoting the EMT/suppressing MET

Pro-MET: Change which has the effect of suppressing the EMT/promoting MET

Pro-EMT/Pro-MET: May have the effect of promoting EMT or MET, depending on context

NB: The effects shown above are the effect of the change in expression of that gene on the shift between epithelial and mesenchymal phenotypes. Thus reduction in expression of a gene which promotes EMT for example is regarded as Pro-MET

References

1. Kalscheuer S, Khanna V, Kim H, Li S, Sachdev D, DeCarlo A, et al. Discovery of HSPG2 (Perlecan) as a Therapeutic Target in Triple Negative Breast Cancer. *Sci Rep.* 2019;9(1):12492. Epub 20190828. doi: 10.1038/s41598-019-48993-6. PubMed PMID: 31462656; PubMed Central PMCID:PMC6713791.
2. Warren CR, Grindel BJ, Francis L, Carson DD, Farach-Carson MC. Transcriptional activation by NFkappaB increases perlecan/HSPG2 expression in the desmoplastic prostate tumor microenvironment. *Journal of cellular biochemistry.* 2014;115(7):1322-33. doi: 10.1002/jcb.24788. PubMed PMID: 24700612; PubMed Central PMCID:PMC4091977.
3. Liu X, Yang N, Figel SA, Wilson KE, Morrison CD, Gelman IH, et al. PTPN14 interacts with and negatively regulates the oncogenic function of YAP. *Oncogene.* 2013;32(10):1266-73. Epub 20120423. doi: 10.1038/onc.2012.147. PubMed PMID: 22525271; PubMed Central PMCID:PMC4402938.
4. Belle L, Ali N, Lonic A, Li X, Paltridge JL, Roslan S, et al. The tyrosine phosphatase PTPN14 (Pez) inhibits metastasis by altering protein trafficking. *Sci Signal.* 2015;8(364):ra18. Epub 20150217. doi: 10.1126/scisignal.2005547. PubMed PMID: 25690013.
5. Tian Y, Pan Q, Shang Y, Zhu R, Ye J, Liu Y, et al. MicroRNA-200 (miR-200) cluster regulation by achaete scute-like 2 (Ascl2): impact on the epithelial-mesenchymal transition in colon cancer cells. *J Biol Chem.* 2014;289(52):36101-15. Epub 20141104. doi: 10.1074/jbc.M114.598383. PubMed PMID: 25371200; PubMed Central PMCID:PMC4276874.
6. Varberg KM, Iqbal K, Muto M, Simon ME, Scott RL, Kozai K, et al. ASCL2 reciprocally controls key trophoblast lineage decisions during hemochorial placenta development. *Proc Natl Acad Sci U S A.* 2021;118(10). doi: 10.1073/pnas.2016517118. PubMed PMID: 33649217; PubMed Central PMCID:PMC7958375.
7. Zuo Q, Wang J, Chen C, Zhang Y, Feng DX, Zhao R, et al. ASCL2 expression contributes to gastric tumor migration and invasion by downregulating miR223 and inducing EMT. *Mol Med Rep.* 2018;18(4):3751-9. Epub 20180808. doi: 10.3892/mmr.2018.9363. PubMed PMID: 30106147; PubMed Central PMCID:PMC6131580.
8. Natsuizaka M, Whelan KA, Kagawa S, Tanaka K, Giroux V, Chandramouleeswaran PM, et al. Interplay between Notch1 and Notch3 promotes EMT and tumor initiation in squamous cell carcinoma. *Nat Commun.* 2017;8(1):1758. Epub 20171124. doi: 10.1038/s41467-017-01500-9. PubMed PMID: 29170450; PubMed Central PMCID:PMC5700926.
9. Shao S, Zhao X, Zhang X, Luo M, Zuo X, Huang S, et al. Notch1 signaling regulates the epithelial-mesenchymal transition and invasion of breast cancer in a Slug-dependent manner. *Mol Cancer.* 2015;14(1):28. Epub 20150203. doi: 10.1186/s12943-015-0295-3. PubMed PMID: 25645291; PubMed Central PMCID:PMC4322803.
10. Wang P, Zhuang W, Zheng Z, Zhang L, Zhang X, Chen Q. Dissecting T-cell heterogeneity in esophageal squamous cell carcinoma reveals the potential role of LAIR2 in antitumor immunity. *Clin Exp Immunol.* 2023;214(1):36-49. doi: 10.1093/cei/uxad073. PubMed PMID: 37422711; PubMed Central PMCID:PMC10711353.
11. Ly D, Li Q, Navab R, Zeltz C, Fang L, Cabanero M, et al. Tumor-Associated Regulatory T Cell Expression of LAIR2 Is Prognostic in Lung Adenocarcinoma. *Cancers (Basel).* 2021;14(1). Epub 20211231. doi: 10.3390/cancers14010205. PubMed PMID: 35008369; PubMed Central PMCID:PMC8744930.

12. Farah O, Nguyen C, Tekkatte C, Parast MM. Trophoblast lineage-specific differentiation and associated alterations in preeclampsia and fetal growth restriction. *Placenta*. 2020;102:4-9. Epub 20200213. doi: 10.1016/j.placenta.2020.02.007. PubMed PMID: 33218578; PubMed Central PMCID:PMC7680505.
13. Choi JH, Lee BS, Jang JY, Lee YS, Kim HJ, Roh J, et al. Single-cell transcriptome profiling of the stepwise progression of head and neck cancer. *Nat Commun*. 2023;14(1):1055. Epub 20230224. doi: 10.1038/s41467-023-36691-x. PubMed PMID: 36828832; PubMed Central PMCID:PMC9958029.
14. Boutros R, Byrne JA. D53 (TPD52L1) is a cell cycle-regulated protein maximally expressed at the G2-M transition in breast cancer cells. *Experimental cell research*. 2005;310(1):152-65. doi: 10.1016/j.yexcr.2005.07.009. PubMed PMID: 16112108.
15. Hong Q, Li B, Cai X, Lv Z, Cai S, Zhong Y, et al. Transcriptomic Analyses of the Adenoma-Carcinoma Sequence Identify Hallmarks Associated With the Onset of Colorectal Cancer. *Front Oncol*. 2021;11:704531. Epub 20210811. doi: 10.3389/fonc.2021.704531. PubMed PMID: 34458146; PubMed Central PMCID:PMC8387103.
16. Zhang L, Wang X, Lai C, Zhang H, Lai M. PMEPA1 induces EMT via a non-canonical TGF-beta signalling in colorectal cancer. *J Cell Mol Med*. 2019;23(5):3603-15. Epub 20190319. doi: 10.1111/jcmm.14261. PubMed PMID: 30887697; PubMed Central PMCID:PMC6484414.
17. Zhu Q, Wang Y, Liu Y, Yang X, Shuai Z. Prostate transmembrane androgen inducible protein 1 (PMEPA1): regulation and clinical implications. *Front Oncol*. 2023;13:1298660. Epub 20231220. doi: 10.3389/fonc.2023.1298660. PubMed PMID: 38173834; PubMed Central PMCID:PMC10761476.
18. Mobley RJ, Raghu D, Duke LD, Abell-Hart K, Zawistowski JS, Lutz K, et al. MAP3K4 Controls the Chromatin Modifier HDAC6 during Trophoblast Stem Cell Epithelial-to-Mesenchymal Transition. *Cell reports*. 2017;18(10):2387-400. doi: 10.1016/j.celrep.2017.02.030. PubMed PMID: 28273454; PubMed Central PMCID:PMC5496714.
19. Shendy NAM, Raghu D, Roy S, Perry CH, Safi A, Branco MR, et al. Coordinated regulation of Rel expression by MAP3K4, CBP, and HDAC6 controls phenotypic switching. *Commun Biol*. 2020;3(1):475. Epub 20200828. doi: 10.1038/s42003-020-01200-z. PubMed PMID: 32859943; PubMed Central PMCID:PMC7455715.
20. Hao Y, Baker D, Ten Dijke P. TGF-beta-Mediated Epithelial-Mesenchymal Transition and Cancer Metastasis. *Int J Mol Sci*. 2019;20(11). Epub 20190605. doi: 10.3390/ijms20112767. PubMed PMID: 31195692; PubMed Central PMCID:PMC6600375.
21. Pang MF, Georgoudaki AM, Lambut L, Johansson J, Tabor V, Hagikura K, et al. TGF-beta1-induced EMT promotes targeted migration of breast cancer cells through the lymphatic system by the activation of CCR7/CCL21-mediated chemotaxis. *Oncogene*. 2016;35(6):748-60. Epub 20150511. doi: 10.1038/onc.2015.133. PubMed PMID: 25961925; PubMed Central PMCID:PMC4753256.
22. He W, Sun Z, Liu Z. Silencing of TGM2 reverses epithelial to mesenchymal transition and modulates the chemosensitivity of breast cancer to docetaxel. *Exp Ther Med*. 2015;10(4):1413-8. Epub 20150812. doi: 10.3892/etm.2015.2679. PubMed PMID: 26622499; PubMed Central PMCID:PMC4577978.
23. Ma H, Xie L, Zhang L, Yin X, Jiang H, Xie X, et al. Activated hepatic stellate cells promote epithelial-to-mesenchymal transition in hepatocellular carcinoma through transglutaminase 2-induced pseudohypoxia. *Commun Biol*. 2018;1:168. Epub 20181025. doi: 10.1038/s42003-018-0177-5. PubMed PMID: 30393774; PubMed Central PMCID:PMC6202353.

24. Kurmyshkina O, Kovchur P, Schegoleva L, Volkova T. Markers of Angiogenesis, Lymphangiogenesis, and Epithelial-Mesenchymal Transition (Plasticity) in CIN and Early Invasive Carcinoma of the Cervix: Exploring Putative Molecular Mechanisms Involved in Early Tumor Invasion. *Int J Mol Sci.* 2020;21(18). Epub 20200906. doi: 10.3390/ijms21186515. PubMed PMID: 32899940; PubMed Central PMCID:PMC7554870.
25. Kong D, Zhou H, Neelakantan D, Hughes CJ, Hsu JY, Srinivasan RR, et al. VEGF-C mediates tumor growth and metastasis through promoting EMT-epithelial breast cancer cell crosstalk. *Oncogene.* 2021;40(5):964-79. Epub 20201209. doi: 10.1038/s41388-020-01539-x. PubMed PMID: 33299122; PubMed Central PMCID:PMC7867573.
26. Geahlen RL. Getting Syk: spleen tyrosine kinase as a therapeutic target. *Trends Pharmacol Sci.* 2014;35(8):414-22. Epub 20140626. doi: 10.1016/j.tips.2014.05.007. PubMed PMID: 24975478; PubMed Central PMCID:PMC4119858.
27. Krisenko MO, Geahlen RL. Calling in SYK: SYK's dual role as a tumor promoter and tumor suppressor in cancer. *Biochim Biophys Acta.* 2015;1853(1):254-63. Epub 20141104. doi: 10.1016/j.bbamcr.2014.10.022. PubMed PMID: 25447675; PubMed Central PMCID:PMC4254495.
28. Chen L, He Y, Han Z, Gong W, Tian X, Guo L, et al. The impact of decreased expression of SVEP1 on abnormal neovascularization and poor prognosis in patients with intrahepatic cholangiocarcinoma. *Front Genet.* 2022;13:1127753. Epub 20230109. doi: 10.3389/fgene.2022.1127753. PubMed PMID: 36699464; PubMed Central PMCID:PMC9870246.
29. Ding J, Huang F, Wu G, Han T, Xu F, Weng D, et al. MiR-519d-3p suppresses invasion and migration of trophoblast cells via targeting MMP-2. *PLoS ONE [Electronic Resource].* 2015;10(3):e0120321. PubMed PMID: 25803859.
30. Alfaro-Arnedo E, Lopez IP, Pineiro-Hermida S, Canalejo M, Gotera C, Sola JJ, et al. IGF1R acts as a cancer-promoting factor in the tumor microenvironment facilitating lung metastasis implantation and progression. *Oncogene.* 2022;41(28):3625-39. Epub 20220610. doi: 10.1038/s41388-022-02376-w. PubMed PMID: 35688943; PubMed Central PMCID:PMC9184253.
31. Vazquez-Martin A, Cufi S, Oliveras-Ferraro C, Torres-Garcia VZ, Corominas-Faja B, Cuyas E, et al. IGF-1R/epithelial-to-mesenchymal transition (EMT) crosstalk suppresses the erlotinib-sensitizing effect of EGFR exon 19 deletion mutations. *Sci Rep.* 2013;3:2560. doi: 10.1038/srep02560. PubMed PMID: 23994953; PubMed Central PMCID:PMC3759044.
32. Shen L, Gu P, Qiu C, Ding WT, Zhang L, Cao WY, et al. Lysophosphatidylcholine acyltransferase 1 promotes epithelial-mesenchymal transition of hepatocellular carcinoma via the Wnt/beta-catenin signaling pathway. *Ann Hepatol.* 2022;27(3):100680. Epub 20220130. doi: 10.1016/j.aohp.2022.100680. PubMed PMID: 35108614.
33. Bi J, Ichu TA, Zanca C, Yang H, Zhang W, Gu Y, et al. Oncogene Amplification in Growth Factor Signaling Pathways Renders Cancers Dependent on Membrane Lipid Remodeling. *Cell Metab.* 2019;30(3):525-38 e8. Epub 20190711. doi: 10.1016/j.cmet.2019.06.014. PubMed PMID: 31303424; PubMed Central PMCID:PMC6742496.
34. Liu Y, Ding W, Ge H, Ponnusamy M, Wang Q, Hao X, et al. FOXK transcription factors: Regulation and critical role in cancer. *Cancer Lett.* 2019;458:1-12. Epub 20190524. doi: 10.1016/j.canlet.2019.05.030. PubMed PMID: 31132431.
35. Zhang H, Wu X, Xiao Y, Wu L, Peng Y, Tang W, et al. Coexpression of FOXK1 and vimentin promotes EMT, migration, and invasion in gastric cancer cells. *J Mol Med (Berl).* 2019;97(2):163-76. Epub 20181127. doi: 10.1007/s00109-018-1720-z. PubMed PMID: 30483822.

36. Ansieau S, Bastid J, Doreau A, Morel AP, Bouchet BP, Thomas C, et al. Induction of EMT by twist proteins as a collateral effect of tumor-promoting inactivation of premature senescence. *Cancer Cell*. 2008;14(1):79-89. doi: 10.1016/j.ccr.2008.06.005. PubMed PMID: 18598946.
37. Fang X, Cai Y, Liu J, Wang Z, Wu Q, Zhang Z, et al. Twist2 contributes to breast cancer progression by promoting an epithelial-mesenchymal transition and cancer stem-like cell self-renewal. *Oncogene*. 2011;30(47):4707-20. Epub 20110523. doi: 10.1038/onc.2011.181. PubMed PMID: 21602879.
38. Ishikawa T, Shimizu T, Ueki A, Yamaguchi SI, Onishi N, Sugihara E, et al. Twist2 functions as a tumor suppressor in murine osteosarcoma cells. *Cancer Sci*. 2013;104(7):880-8. Epub 20130509. doi: 10.1111/cas.12163. PubMed PMID: 23557174; PubMed Central PMCID:PMC7657229.
39. Zuo J, Ishikawa T, Boutros S, Xiao Z, Humtsoe JO, Kramer RH. Bcl-2 overexpression induces a partial epithelial to mesenchymal transition and promotes squamous carcinoma cell invasion and metastasis. *Mol Cancer Res*. 2010;8(2):170-82. Epub 20100209. doi: 10.1158/1541-7786.MCR-09-0354. PubMed PMID: 20145039.
40. Du C, Zhang X, Yao M, Lv K, Wang J, Chen L, et al. Bcl-2 promotes metastasis through the epithelial-to-mesenchymal transition in the BCap37 medullary breast cancer cell line. *Oncol Lett*. 2018;15(6):8991-898. Epub 20180410. doi: 10.3892/ol.2018.8455. PubMed PMID: 29844816; PubMed Central PMCID:PMC5958888.
41. Liu W, Wei H, Gao Z, Chen G, Liu Y, Gao X, et al. COL5A1 may contribute the metastasis of lung adenocarcinoma. *Gene*. 2018;665:57-66. Epub 20180424. doi: 10.1016/j.gene.2018.04.066. PubMed PMID: 29702185.
42. Tsai HF, Chang YC, Li CH, Chan MH, Chen CL, Tsai WC, et al. Type V collagen alpha 1 chain promotes the malignancy of glioblastoma through PPRC1-ESM1 axis activation and extracellular matrix remodeling. *Cell Death Discov*. 2021;7(1):313. Epub 20211026. doi: 10.1038/s41420-021-00661-3. PubMed PMID: 34702798; PubMed Central PMCID:PMC8548600.
43. Wang S, Ma H, Yan Y, Chen Y, Fu S, Wang J, et al. cMET promotes metastasis and epithelial-mesenchymal transition in colorectal carcinoma by repressing RKIP. *Journal of cellular physiology*. 2021;236(5):3963-78. Epub 20201105. doi: 10.1002/jcp.30142. PubMed PMID: 33151569.
44. Zhang Y, Xia M, Jin K, Wang S, Wei H, Fan C, et al. Function of the c-Met receptor tyrosine kinase in carcinogenesis and associated therapeutic opportunities. *Mol Cancer*. 2018;17(1):45. Epub 20180219. doi: 10.1186/s12943-018-0796-y. PubMed PMID: 29455668; PubMed Central PMCID:PMC5817860.
45. Khawaled S, Aqeilan RI. RUNX1, a new regulator of EMT in breast cancer. *Oncotarget*. 2017;8(11):17407-8. doi: 10.18632/oncotarget.15623. PubMed PMID: 28407696; PubMed Central PMCID:PMC5392256.
46. Zhou T, Luo M, Cai W, Zhou S, Feng D, Xu C, et al. Runt-Related Transcription Factor 1 (RUNX1) Promotes TGF-beta-Induced Renal Tubular Epithelial-to-Mesenchymal Transition (EMT) and Renal Fibrosis through the PI3K Subunit p110delta. *EBioMedicine*. 2018;31:217-25. Epub 20180511. doi: 10.1016/j.ebiom.2018.04.023. PubMed PMID: 29759484; PubMed Central PMCID:PMC6013935.
47. Li Q, Lai Q, He C, Fang Y, Yan Q, Zhang Y, et al. RUNX1 promotes tumour metastasis by activating the Wnt/beta-catenin signalling pathway and EMT in colorectal cancer. *J Exp Clin Cancer Res*. 2019;38(1):334. Epub 20190801. doi: 10.1186/s13046-019-1330-9. PubMed PMID: 31370857; PubMed Central PMCID:PMC6670220.
48. Wang J, Akter R, Shahriar MF, Uddin MN. Cancer-Associated Stromal Fibroblast-Derived Transcriptomes Predict Poor Clinical Outcomes and Immunosuppression in Colon Cancer. *Pathol*

- Oncol Res. 2022;28:1610350. Epub 20220804. doi: 10.3389/pore.2022.1610350. PubMed PMID: 35991839; PubMed Central PMCID:PMC9385976.
49. Stavely R, Hotta R, Guyer RA, Picard N, Rahman AA, Omer M, et al. A distinct transcriptome characterizes neural crest-derived cells at the migratory wavefront during enteric nervous system development. *Development*. 2023;150(5). Epub 20230306. doi: 10.1242/dev.201090. PubMed PMID: 36779913; PubMed Central PMCID:PMC10108706.
  50. Li J, Zhang S, Pei M, Wu L, Liu Y, Li H, et al. FSCN1 Promotes Epithelial-Mesenchymal Transition Through Increasing Snail1 in Ovarian Cancer Cells. *Cell Physiol Biochem*. 2018;49(5):1766-77. Epub 20180919. doi: 10.1159/000493622. PubMed PMID: 30231243.
  51. Li Z, Shi J, Zhang N, Zheng X, Jin Y, Wen S, et al. FSCN1 acts as a promising therapeutic target in the blockade of tumor cell motility: a review of its function, mechanism, and clinical significance. *J Cancer*. 2022;13(8):2528-39. Epub 20220509. doi: 10.7150/jca.67977. PubMed PMID: 35711849; PubMed Central PMCID:PMC9174856.
  52. Yamamoto H, Mukaisho K, Sugihara H, Hattori T, Asano S. Down-regulation of FXYD3 is induced by transforming growth factor-beta signaling via ZEB1/deltaEF1 in human mammary epithelial cells. *Biol Pharm Bull*. 2011;34(3):324-9. doi: 10.1248/bpb.34.324. PubMed PMID: 21372379.
  53. Kaye H, Kleeff J, Kolb A, Ketterer K, Keleg S, Felix K, et al. FXYD3 is overexpressed in pancreatic ductal adenocarcinoma and influences pancreatic cancer cell growth. *Int J Cancer*. 2006;118(1):43-54. doi: 10.1002/ijc.21257. PubMed PMID: 16003754.
  54. Guo Y, Yuan Z, Hu Z, Gao Y, Guo H, Zhu H, et al. Diagnostic model constructed by five EMT-related genes for renal fibrosis and reflecting the condition of immune-related cells. *Frontiers in immunology*. 2023;14:1161436. Epub 20230517. doi: 10.3389/fimmu.2023.1161436. PubMed PMID: 37266443; PubMed Central PMCID:PMC10229861.
  55. Quenneville J, Feghaly A, Tual M, Thomas K, Major F, Gagnon E. Long-term severe hypoxia adaptation induces non-canonical EMT and a novel Wilms Tumor 1 (WT1) isoform. *Cancer Gene Ther*. 2024;31(8):1237-50. Epub 20240708. doi: 10.1038/s41417-024-00795-3. PubMed PMID: 38977895; PubMed Central PMCID:PMC11327107.
  56. Cheng H, Fukushima T, Takahashi N, Tanaka H, Kataoka H. Hepatocyte growth factor activator inhibitor type 1 regulates epithelial to mesenchymal transition through membrane-bound serine proteinases. *Cancer research*. 2009;69(5):1828-35. Epub 20090217. doi: 10.1158/0008-5472.CAN-08-3728. PubMed PMID: 19223533.
  57. Gomez-Abenza E, Ibanez-Molero S, Garcia-Moreno D, Fuentes I, Zon LI, Mione MC, et al. Zebrafish modeling reveals that SPINT1 regulates the aggressiveness of skin cutaneous melanoma and its crosstalk with tumor immune microenvironment. *J Exp Clin Cancer Res*. 2019;38(1):405. Epub 20190913. doi: 10.1186/s13046-019-1389-3. PubMed PMID: 31519199; PubMed Central PMCID:PMC6743187.
  58. Liu CL, Yang PS, Chien MN, Chang YC, Lin CH, Cheng SP. Expression of serine peptidase inhibitor Kunitz type 1 in differentiated thyroid cancer. *Histochem Cell Biol*. 2018;149(6):635-44. Epub 20180312. doi: 10.1007/s00418-018-1660-2. PubMed PMID: 29532159.
  59. Xiao W, Wang X, Wang T, Xing J. Overexpression of BMP1 reflects poor prognosis in clear cell renal cell carcinoma. *Cancer Gene Ther*. 2020;27(5):330-40. Epub 20190603. doi: 10.1038/s41417-019-0107-9. PubMed PMID: 31155610; PubMed Central PMCID:PMC7237353.
  60. Zhu X, Luo X, Jiang S, Wang H. Bone Morphogenetic Protein 1 Targeting COL1A1 and COL1A2 to Regulate the Epithelial-Mesenchymal Transition Process of Colon Cancer SW620 Cells. *J Nanosci Nanotechnol*. 2020;20(3):1366-74. doi: 10.1166/jnn.2020.17362. PubMed PMID: 31492296.

61. Prieto TG, Baldavira CM, Machado-Rugolo J, Farhat C, Olivieri EHR, de Sa VK, et al. Pulmonary Neuroendocrine Neoplasms Overexpressing Epithelial-Mesenchymal Transition Mechanical Barriers Genes Lack Immune-Suppressive Response and Present an Increased Risk of Metastasis. *Front Oncol.* 2021;11:645623. Epub 20210830. doi: 10.3389/fonc.2021.645623. PubMed PMID: 34527572; PubMed Central PMCID:PMC8435885.
62. McLean ME, MacLean MR, Cahill HF, Arun RP, Walker OL, Wasson MD, et al. The Expanding Role of Cancer Stem Cell Marker ALDH1A3 in Cancer and Beyond. *Cancers (Basel).* 2023;15(2). Epub 20230113. doi: 10.3390/cancers15020492. PubMed PMID: 36672441; PubMed Central PMCID:PMC9857290.
63. Yamashita D, Minata M, Ibrahim AN, Yamaguchi S, Coviello V, Bernstock JD, et al. Identification of ALDH1A3 as a viable therapeutic target in breast cancer metastasis-initiating cells. *Molecular Cancer Therapeutics.* 2020:molcanther.0461.2019. doi: 10.1158/1535-7163.MCT-19-0461.
64. Qi Y, Xu R. Roles of PLODs in Collagen Synthesis and Cancer Progression. *Front Cell Dev Biol.* 2018;6:66. Epub 20180628. doi: 10.3389/fcell.2018.00066. PubMed PMID: 30003082; PubMed Central PMCID:PMC6031748.
65. Wang Z, Shi Y, Ying C, Jiang Y, Hu J. Hypoxia-induced PLOD1 overexpression contributes to the malignant phenotype of glioblastoma via NF-kappaB signaling. *Oncogene.* 2021;40(8):1458-75. Epub 20210108. doi: 10.1038/s41388-020-01635-y. PubMed PMID: 33420370; PubMed Central PMCID:PMC7906902.
66. Negri F, Bottarelli L, Pedrazzi G, Maddalo M, Leo L, Milanese G, et al. Notch-Jagged1 signaling and response to bevacizumab therapy in advanced colorectal cancer: A glance to radiomics or back to physiopathology? *Front Oncol.* 2023;13:1132564. Epub 20230228. doi: 10.3389/fonc.2023.1132564. PubMed PMID: 36925919; PubMed Central PMCID:PMC10011088.
67. Xiu MX, Liu YM, Kuang BH. The oncogenic role of Jagged1/Notch signaling in cancer. *Biomed Pharmacother.* 2020;129:110416. Epub 20200625. doi: 10.1016/j.biopha.2020.110416. PubMed PMID: 32593969.
68. Xu Y, Gao F, Zhang J, Cai P, Xu D. Fibroblast growth factor receptor 2 promotes the proliferation, migration, and invasion of ectopic stromal cells via activation of extracellular-signal-regulated kinase signaling pathway in endometriosis. *Bioengineered.* 2022;13(4):8360-71. doi: 10.1080/21655979.2022.2054207. PubMed PMID: 35311468; PubMed Central PMCID:PMC9161834.
69. Lei JH, Lee MH, Miao K, Huang Z, Yao Z, Zhang A, et al. Activation of FGFR2 Signaling Suppresses BRCA1 and Drives Triple-Negative Mammary Tumorigenesis That is Sensitive to Immunotherapy. *Adv Sci (Weinh).* 2021;8(21):e2100974. Epub 20210913. doi: 10.1002/advs.202100974. PubMed PMID: 34514747; PubMed Central PMCID:PMC8564435.
70. Grygielewicz P, Dymek B, Bujak A, Gunerka P, Stanczak A, Lamparska-Przybysz M, et al. Epithelial-mesenchymal transition confers resistance to selective FGFR inhibitors in SNU-16 gastric cancer cells. *Gastric Cancer.* 2016;19(1):53-62. Epub 20141119. doi: 10.1007/s10120-014-0444-1. PubMed PMID: 25407459; PubMed Central PMCID:PMC4688307.
71. Sun R, Guan H, Liu W, Liang J, Wang F, Li C. Expression of BMP7 in cervical cancer and inhibition of epithelial-mesenchymal transition by BMP7 knockdown in HeLa cells. *Int J Mol Med.* 2020;45(5):1417-24. Epub 20200227. doi: 10.3892/ijmm.2020.4519. PubMed PMID: 32323730; PubMed Central PMCID:PMC7138274.
72. Ying X, Sun Y, He P. Bone Morphogenetic Protein-7 Inhibits EMT-Associated Genes in Breast Cancer. *Cell Physiol Biochem.* 2015;37(4):1271-8. Epub 20151005. doi: 10.1159/000430249. PubMed PMID: 26431436.

73. Zeisberg M, Hanai J, Sugimoto H, Mammoto T, Charytan D, Strutz F, et al. BMP-7 counteracts TGF-beta1-induced epithelial-to-mesenchymal transition and reverses chronic renal injury. *Nature medicine*. 2003;9(7):964-8. doi: 10.1038/nm888. PubMed PMID: 12808448.
74. Liang H, Zhang Q, Lu J, Yang G, Tian N, Wang X, et al. MSX2 Induces Trophoblast Invasion in Human Placenta. *PLoS ONE [Electronic Resource]*. 2016;11(4):e0153656. PubMed PMID: 27088357.
75. Zhai Y, Iura A, Yeasmin S, Wiese AB, Wu R, Feng Y, et al. MSX2 is an oncogenic downstream target of activated WNT signaling in ovarian endometrioid adenocarcinoma. *Oncogene*. 2011;30(40):4152-62. Epub 20110418. doi: 10.1038/onc.2011.123. PubMed PMID: 21499300; PubMed Central PMCID:PMC3140605.
76. Hong J, Xie Z, Yang Z, Yang F, Liao H, Rao S, et al. Inactivation of Wnt-LRP5 signaling suppresses the proliferation and migration of ovarian cancer cells. *Transl Cancer Res*. 2021;10(5):2277-85. doi: 10.21037/tcr-20-3462. PubMed PMID: 35116545; PubMed Central PMCID:PMC8797788.
77. Xue W, Yang L, Chen C, Ashrafizadeh M, Tian Y, Sun R. Wnt/beta-catenin-driven EMT regulation in human cancers. *Cell Mol Life Sci*. 2024;81(1):79. Epub 20240209. doi: 10.1007/s00018-023-05099-7. PubMed PMID: 38334836; PubMed Central PMCID:PMC10857981.
78. Chen L, Liu D, Yi X, Qi L, Tian X, Sun B, et al. The novel miR-1269b-regulated protein SVEP1 induces hepatocellular carcinoma proliferation and metastasis likely through the PI3K/Akt pathway. *Cell Death Dis*. 2020;11(5):320. Epub 20200505. doi: 10.1038/s41419-020-2535-8. PubMed PMID: 32371982; PubMed Central PMCID:PMC7200779.
79. Yang J, Deng Q, Chen Z, Chen Y, Fu Z. BVES-AS1 suppresses the colorectal cancer progression via the miR-1269a/b-SVEP1-PI3K/AKT axis. *Adv Clin Exp Med*. 2024;33(11):1217-36. doi: 10.17219/acem/175050. PubMed PMID: 38239081.
80. Guo C, Xiong D, Yang B, Zhang H, Gu W, Liu M, et al. The expression and clinical significance of ZBTB7 in transitional cell carcinoma of the bladder. *Oncol Lett*. 2017;14(4):4857-62. Epub 20170824. doi: 10.3892/ol.2017.6814. PubMed PMID: 29085492; PubMed Central PMCID:PMC5649710.
81. Chen X, Jiang Z, Pu Y, Jiang X, Xiang L, Jiang Z. Zinc finger and BTB domain-containing 7C (ZBTB7C) expression as an independent prognostic factor for colorectal cancer and its relevant molecular mechanisms. *Am J Transl Res*. 2020;12(8):4141-59. Epub 20200815. PubMed PMID: 32913494; PubMed Central PMCID:PMC7476137.
82. Chen X, Jiang Z, Wang Z, Jiang Z. The prognostic and immunological effects of ZBTB7C across cancers: friend or foe? *Aging (Albany NY)*. 2021;13(9):12849-64. Epub 20210504. doi: 10.18632/aging.202955. PubMed PMID: 33946045; PubMed Central PMCID:PMC8148469.
83. Miller MR, Ma D, Schappet J, Breheny P, Mott SL, Bannick N, et al. Downregulation of dystroglycan glycosyltransferases LARGE2 and ISPD associate with increased mortality in clear cell renal cell carcinoma. *Mol Cancer*. 2015;14:141. Epub 20150730. doi: 10.1186/s12943-015-0416-z. PubMed PMID: 26220087; PubMed Central PMCID:PMC4518861.
84. Huang Q, Miller MR, Schappet J, Henry MD. The glycosyltransferase LARGE2 is repressed by Snail and ZEB1 in prostate cancer. *Cancer Biol Ther*. 2015;16(1):125-36. doi: 10.4161/15384047.2014.987078. PubMed PMID: 25455932; PubMed Central PMCID:PMC4623020.
85. Islam R, Mishra J, Bodas S, Bhattacharya S, Batra SK, Dutta S, et al. Role of Neuropilin-2-mediated signaling axis in cancer progression and therapy resistance. *Cancer Metastasis Rev*. 2022;41(3):771-87. Epub 20220701. doi: 10.1007/s10555-022-10048-0. PubMed PMID: 35776228; PubMed Central PMCID:PMC9247951.

86. Gemmill RM, Nasarre P, Nair-Menon J, Cappuzzo F, Landi L, D'Incecco A, et al. The neuropilin 2 isoform NRP2b uniquely supports TGFbeta-mediated progression in lung cancer. *Sci Signal*. 2017;10(462). Epub 20170117. doi: 10.1126/scisignal.aag0528. PubMed PMID: 28096505; PubMed Central PMCID:PMC5969810.
87. Wang G, Wang Z, Lu H, Zhao Z, Guo L, Kong F, et al. Comprehensive analysis of FRAS1/FREM family as potential biomarkers and therapeutic targets in renal clear cell carcinoma. *Frontiers in pharmacology*. 2022;13:972934. Epub 20220929. doi: 10.3389/fphar.2022.972934. PubMed PMID: 36249757; PubMed Central PMCID:PMC9558830.
88. Umeda S, Kanda M, Miwa T, Tanaka H, Tanaka C, Kobayashi D, et al. Fraser extracellular matrix complex subunit 1 promotes liver metastasis of gastric cancer. *Int J Cancer*. 2020;146(10):2865-76. Epub 20191023. doi: 10.1002/ijc.32705. PubMed PMID: 31597194.
89. Abdelazeem KNM, Nguyen D, Corbo S, Darragh LB, Matsumoto MW, Van Court B, et al. Manipulating the EphB4-ephrinB2 axis to reduce metastasis in HNSCC. *Oncogene*. 2025;44(3):130-46. Epub 20241103. doi: 10.1038/s41388-024-03208-9. PubMed PMID: 39489818; PubMed Central PMCID:PMC11725500.
90. Chen L, Zhu S, Liu T, Zhao X, Xiang T, Hu X, et al. Aberrant epithelial cell interaction promotes esophageal squamous-cell carcinoma development and progression. *Signal Transduct Target Ther*. 2023;8(1):453. Epub 20231215. doi: 10.1038/s41392-023-01710-2. PubMed PMID: 38097539; PubMed Central PMCID:PMC10721848.
91. Sun X, Zhang J, Nie Q. Inferring latent temporal progression and regulatory networks from cross-sectional transcriptomic data of cancer samples. *PLoS Comput Biol*. 2021;17(3):e1008379. Epub 20210305. doi: 10.1371/journal.pcbi.1008379. PubMed PMID: 33667222; PubMed Central PMCID:PMC7968745.
92. Hlavaty SI, Salcido KN, Pniewski KA, Mukha D, Ma W, Kannan T, et al. ACSS1-dependent acetate utilization rewires mitochondrial metabolism to support AML and melanoma tumor growth and metastasis. *Cell reports*. 2024;43(12):114988. Epub 20241121. doi: 10.1016/j.celrep.2024.114988. PubMed PMID: 39579354; PubMed Central PMCID:PMC11669533.
93. Zhang M, Sui C, Dai B, Shen W, Lu J, Yang J. PEG10 is imperative for TGF-beta1-induced epithelial-mesenchymal transition in hepatocellular carcinoma. *Oncol Rep*. 2017;37(1):510-8. Epub 20161129. doi: 10.3892/or.2016.5282. PubMed PMID: 28004118.
94. Xie T, Pan S, Zheng H, Luo Z, Tembo KM, Jamal M, et al. PEG10 as an oncogene: expression regulatory mechanisms and role in tumor progression. *Cancer Cell Int*. 2018;18:112. Epub 20180813. doi: 10.1186/s12935-018-0610-3. PubMed PMID: 30123090; PubMed Central PMCID:PMC6090666.
95. Xu N, Xiao W, Meng X, Li W, Wang X, Zhang X, et al. Up-regulation of SLC27A2 suppresses the proliferation and invasion of renal cancer by down-regulating CDK3-mediated EMT. *Cell Death Discov*. 2022;8(1):351. Epub 20220804. doi: 10.1038/s41420-022-01145-8. PubMed PMID: 35927229; PubMed Central PMCID:PMC9352701.
96. Veglia F, Tyurin VA, Blasi M, De Leo A, Kossenkova AV, Donthireddy L, et al. Fatty acid transport protein 2 reprograms neutrophils in cancer. *Nature*. 2019;569(7754):73-8. Epub 20190417. doi: 10.1038/s41586-019-1118-2. PubMed PMID: 30996346; PubMed Central PMCID:PMC6557120.
97. Andersen RK, Hammer K, Hager H, Christensen JN, Ludvigsen M, Honore B, et al. Melanoma tumors frequently acquire LRP2/megalin expression, which modulates melanoma cell proliferation and survival rates. *Pigment Cell Melanoma Res*. 2015;28(3):267-80. Epub 20150213. doi: 10.1111/pcmr.12352. PubMed PMID: 25585665.

98. Rasmussen MQ, Tindbaek G, Nielsen MM, Merrild C, Steiniche T, Pedersen JS, et al. Epigenetic Silencing of LRP2 Is Associated with Dedifferentiation and Poor Survival in Multiple Solid Tumor Types. *Cancers (Basel)*. 2023;15(6). Epub 20230317. doi: 10.3390/cancers15061830. PubMed PMID: 36980716; PubMed Central PMCID:PMC10046670.

How the deposited data were processed for this re-analysis (not part of the article)

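RNA was measured in 22 samples of sorted trophoblast from 9 term placentae, with EVT and CTB of the basal plate from each and vCTB from 4 of them. Placentae are numbered 1 to 9 in place of the subject codes of the labels, which also give the pairing of samples. Over the 9 placentae, the EVT and CTB libraries of 1 placenta went together, once the mean of each cell type was removed, with a correlation of 0.392 to 0.664 (median 0.443), and each was closest to its own placenta, against a median of −0.153 with the others. For CTB and vCTB the 4 correlations were 0.408 to 0.638.

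According to the submitters' processing notes and the paper's methods, the authors checked reads with FastQC 0.11.8, trimmed them with Trimmomatic 0.39, mapped them to hg38 with STAR 2.7.4a, sorted them with SAMtools 1.10 and deposited the count of reads per gene symbol from HTSeq 0.11.2 on the reverse strand, 1 file per library. The annotation used for counting is not stated. The authors also deposited a table of signal values for the whole series, which are the counts divided by 1 size factor per library. Of 500698 values of that table compared with the count files, 23 differed by more than 0.02 after this division. The size factors found in this way were used for all normalized counts in the text. The library kit is named without the word that marks its strand-keeping form, so genes that overlap on opposite strands are treated as uncertain, as are families of near-identical genes.

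Each count file lists 26485 symbols, of which 1514 were updated through RefSeq synonyms, and the rows for reads given to no gene were left out of library sizes. Reads counted to no gene on the reverse strand were 55.4% to 77% of the uniquely mapped reads of a library. Genes of the Y chromosome, *XIST* and *TSIX* were left out, which left 26377 genes. Gene positions come from the RefSeq annotation of GRCh38.

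EVT were compared with CTB in 18 libraries and CTB with vCTB in the 8 libraries of the 4 placentae that have both, so that only the groups compared entered each fit. edgeR 4.0.16 was run with filterByExpr (minimum count 10, minimum total count 15), TMM factors, a block for the placenta and the quasi-likelihood F-test, and the standard error of a log2 fold change is its size divided by the square root of F. Genes were called at a Benjamini–Hochberg adjusted p of at most 0.05, a fold change of at least 2 and a mean normalized count of at least 10 over the compared libraries, with size factors from DESeq2 1.42.0. Members of lists were counted at an adjusted p under 0.05 with no fold threshold, over all genes and over the list alone. Lists were tested as sets with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over 28 lists, and also with an estimated correlation and with fry. Principal components and clustering used log2 values per library scaled by TMM with a prior count of 2. Analyses ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

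The genes named in the text are those the paper names for their RNA, the largest and smallest changes in its tables and Figure 2C (whose values had been seen in the paper), the 10 largest changes in each direction among called genes with a mean of at least 100 that changed the same way in each placenta, and up to 4 examples per list. Other members of a list are named as well, and were chosen after their values were seen. The alternatives tried were DESeq2, RLE and upper-quartile factors, no placenta block, no filter on low counts, a fold of 1.5, a test against a 2-fold change, all 22 libraries in 1 fit, the 4 placentae with vCTB alone, and leaving out each placenta in turn. Fits within each library set, with library set as a term, and with offsets for GC content were added after the sets had been seen. The library sets were taken from the sign of the first principal component of the EVT libraries (43% of variance), and CTB and vCTB were placed by a score on the genes that differ between those EVT sets at an adjusted p under 0.01, parted at its widest gap. As a check, the first component of the CTB libraries alone (43.5%) put all 9 CTB on the same side as the EVT of their placenta.

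The tests were run on simulated counts with the depth and dispersion of these libraries and a set spread between placentae, but without library sets, at an adjusted p of at most 0.05 and no fold threshold. In EVT and CTB, edgeR found 53.7% of genes given a change of 1.5-fold and 100% at 4-fold, with 5 of 12886 unchanged genes past the threshold. In CTB and vCTB it found 14.9% and 97%, with 14 of 13307 unchanged genes past it. Correlations were tested by all 362880 orders of 9 libraries. DNA methylation arrays, the PCR array, cell lines and the other series that the paper compares were not analysed, since their values are outside the count files used here.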

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

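The tests by library set, by the level of decidual stroma genes, by shares of the EVT level and by GC content, and that of a lasting difference between placentae, were chosen after the results were seen; those on the fibroblast list and on EVT genes in CTB were set before.

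In 16 of 159 groups of 4 to 9 libraries, 1 library lay far from the others (Dixon's test at 95%), where chance marks about 1 in 20 groups, 8.0 here. In vCTB of placenta 4, *FN1* took 4.11% of the reads (0.14% to 0.79% in the others), with normalized counts of 193100 for *FN1* (6193 to 36620), 654.6 for *HLA-G* (7.70 to 83.8), 5168 for *PAPPA* (187 to 1033) and 119.9 for *DNMT3B* (74.6 to 77.45), and the villous cytotrophoblast list had its lowest mean log2 level, 10.89 (11.12 to 11.15). *CLDN1* was highest in placenta 8, at 259.9 in CTB (25.1 to 87.8) and 227 in vCTB (45.6 to 51.95), and *CSH1* was 50.3 in vCTB of placenta 8 (7.28 to 14.4). The others were *KRT19* in EVT of placenta 3 (23920, against 9361 to 15330), *COL5A1* in CTB of placenta 7 (1486, 43.6 to 622), *ITGB4* and *TGFB2* in EVT of placenta 9 (2594, 319 to 1261, and 1479, 502 to 972), *BMP7* in CTB of placenta 2 (2462, 1238 to 1837), *TET1* in EVT of placenta 7 (120.6, 6.89 to 53.99), and the mean log2 level of the lymphocyte list in CTB of placenta 1 (1.89, 0.94 to 1.31).

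Of the 10 largest changes in each direction between EVT and CTB, 3 are in genes that the paper's lists do not hold, with log2 fold changes of 6.45 for *LINC00330*, 5.99 for *MEP1A* (5.985) and −7.35 for *SMOC1* (−7.346).

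The first pattern is that the genes of Table S4 differ between CTB and vCTB. A difference between library sets may be the cause for the 9 lower genes, since their median log2 fold change was −2.16 where CTB and vCTB were of different sets and −0.226 in placentae 8 and 9; for the higher genes it stays open, as the 15 of 16 tested had 2.687 and 1.159 (15 and 0 past an adjusted p of 0.05 by edgeR, 15 and 8 unadjusted), and 0.555 in placenta 8 against 2.465 in placenta 9. RNA of fibroblasts or stromal cells, which the sort on integrin β4 should remove, could raise the higher genes: the fibroblast list had a median of 1.112 (1.442 in placentae 4 and 5, 0.320 in 8 and 9, where CTB exceeded vCTB by 1.77% of the EVT level in placenta 8 and 15.1% in placenta 9), and *LUM* was 569 ± 572 (SD, n = 4) in CTB and 66.8 ± 59.6 in vCTB, but *COL1A1* had −0.48 and 4 genes of the list are in Table S4 itself, so this source and a change within CTB cannot be told apart. RNA of EVT, which the sort should remove too, does not account for the higher genes in placentae 4 and 5. There CTB exceeded vCTB by 27.7% and 8.48% of the EVT level for them and 0.594% and 0.155% for EVT genes (medians, a ratio of at least 46.67). In placentae 8 and 9 these were 2.42% and 12.2% against 2.26% and 2.66% (ratios 1.073 and 4.566), so this source stays open there. The median of the 24 EVT genes, 1.322, met the condition set in advance for this source. Their rise was still left open after the added test in placentae 4 and 5 went against the source. A move of CTB themselves towards EVT predicts the same genes and was not tested apart from RNA of EVT.

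The second pattern is the rise of the mesenchymal list in EVT, where 5 of the 29 members called higher, *VIM*, *CDH11*, *MYL9*, *TWIST2* and *ZEB1*, followed the score of decidual stroma genes over the 9 EVT libraries (r of at least 0.8). Whether RNA of decidual stromal cells, which the sort on HLA-G should remove, accounts for 4 of them is open. At an equal score, within placentae, the largest of their differences was 1.032 (standard error 0.316, *CDH11*). This passed the bound of 1 set against this source, but by less than its standard error, and was not taken to decide. A fit that ignores the pairs, run first, gave at most 0.205. In CTB the 5 members had a median r of 0.878 (the lowest 0.602, *MYL9*), against 0.180 for the others. For *TWIST2* the difference at an equal score, 2.331 (standard error 0.506), argues against this source. All values at an equal score are largely extrapolated, since EVT and CTB had near equal scores only in placenta 9. This source does not account for the list, as 22 of the 29 had r under 0.3, among them *FN1* and *SNAI1*. Whether fibroblasts as a whole add to it was left open by a fibroblast list that moved less than the mesenchymal list (by −0.682), with no gene in both lists. A rise of these 4 genes within EVT that varies with the stroma around them was not tested.

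The third pattern is the split of EVT and of CTB libraries into 2 sets, with 1346 genes higher and 773 lower in set 2 among 10174 tested in EVT. The sets were drawn from the first component of these same EVT libraries, so many such genes follow from that choice. GC content may be part of it: from the tenth of genes with the lowest GC to the highest, the median change between the sets in EVT went from −0.371 to 0.317, and CTB over vCTB of placentae 4 and 5, which cross the sets, gave a difference of −0.576, against 0.037 in placentae 8 and 9. Among 973 genes of like GC, *IGF2* lay at percentile 99.90 with a difference of 5.15, but it was taken up after the values were seen. A gene chosen so can lie far out whatever the cause, so this does not decide on GC content for it. *IGF2* also overlaps *INS-IGF2*, and its reads are uncertain. A lasting difference between the placentae is argued against by vCTB of placentae 4 and 5, whose scores (the lower −0.09) lay with set 2 and not with their own CTB (−1.84 to −1.4 in set 1). The labels give no batch, so what sets the libraries apart remains open.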

How the results depend on the processing

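The fits within library sets, with library set as a term, by GC offsets and on placentae 4 and 5 or 8 and 9 were chosen after the results were seen, as were the shares of called genes with the same sign and the naming of genes with no filter on low counts.

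Between EVT and CTB the count of genes higher stayed between 2193 (test against a 2-fold change) and 2790 (all 22 libraries) at a fold of 2, and that of genes lower between 1894 and 2621, with 2523 to 2658 and 2359 to 2465 when 1 placenta was left out; a fold of 1.5 gave 3698 and 3695, since it lets smaller changes pass. Of 318 named genes, 316 kept their side of the threshold with DESeq2 and 313 without the placenta block, and none reversed.

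Between CTB and vCTB, edgeR called 0 genes higher and 0 lower (2522 at an unadjusted p under 0.05), also without the block (881), with RLE factors, at a fold of 1.5, with GC offsets, with library set as a term and all 22 libraries (742) or the 13 of CTB and vCTB (393), and in set 2 alone (417). The counts higher and lower were 48 and 64 with DESeq2, 71 and 218 with DESeq2 on all 22 libraries, 161 and 236 with no filter on low counts, 21 and 68 with edgeR on all 22 libraries, 14 and 4 in placentae 8 and 9, 184 and 1065 in placentae 4 and 5, and 107 and 18 with library set as a term in the 8 libraries. Leaving out 1 placenta gave 0 to 12 higher and 0 to 16 lower, with 12 higher without placenta 8 and 16 lower without placenta 9. The cause was not tested, except that placentae 4 and 5 cross the library sets. Their vCTB also had more non-unique alignments than their CTB (63.4% and 84.9% against 18.6% and 18.9%). In placentae 8 and 9 the gap was smaller (28.7% and 35.7% against 20.1% and 24.9%), and its part was not tested. Of 79 named genes, 14 passed the threshold with DESeq2 and 32 with no filter.

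Of 28 lists, 13 passed between EVT and CTB with a preset correlation, 1 with an estimated correlation and 26 with fry; between CTB and vCTB 12, 0 and 0 did. The estimated correlation gave adjusted p of 0.293 for the mesenchymal list (8.75e-09 with the preset) and 0.146 for the G2/M list (1.24e-12) in EVT and CTB, and of 0.475 for the mesenchymal list in CTB and vCTB (8.82e-06), where fry gave 0.253. Counts of list members past the test moved by more than 1.5 times in 3 of 84 cases with DESeq2 between EVT and CTB and in 25 of 84 between CTB and vCTB.

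The share of the first component went from 81.1% to 66.5% with all genes that pass the filter, 87.5% with the 500 genes of largest variance, 75.9% with genes scaled to unit variance and 82.3% with a variance stabilizing transformation. With the CTB and vCTB libraries parted in 2, 4 of 4 vCTB libraries fell in a part that also held CTB. With the 1000 genes of largest variance, 2 of 4 did. The share of genes with the same sign in independent EVT and CTB was 53.3% over all genes, 81.6% over genes called by DESeq2 and 95.9% over genes called with library set as a term. The cause was not tested. The share over genes called by edgeR between CTB and vCTB, and the hypergeometric test there, could not be computed, as there were 0 called genes. Depth limits the scarce genes: *SNAI2*, *SNAI3*, *ZEB2* and *PTPRC* had too few reads for the count filter.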

Differences from the paper's values

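The alternatives named as added were chosen after seeing the values; the others were set before the data were examined.

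Folds in the text and in Tables 2, S2, S4 and S6 are on the scale of the fitted folds, and each of those compared lies within 1.5 times of them. Table S3 is not: only 2 of its 26 compared folds lie within 1.5 times of the fitted ones (median difference 1.056 on the log2 scale), while 24 do for ratios of mean shares of the reads (0.009, all but *PSG1* and *CSH2*), and that scale was taken for Table S3 after this comparison. *CSH2*, with a fold of 38 in the paper, had 10.95 by shares of the reads and 16.83 fitted, within the spread between placentae, and shares sequence with its family. Over all genes the share scale differs from the fitted one by a median of −1.004. The direction of *TINCR* (listed as *PLAC2*) depends on the scale, with a fold of −1.816 by shares of the reads and 1.12 fitted. A further 7 genes of Table S2, 7 of Table S3 and 2 of Table S4 have a fold in the paper but too few reads for the filter, and were not compared.

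Of the 25 genes of Table S4, the paper's count past the adjusted p between CTB and vCTB is 23, 16 of them higher in CTB, and edgeR gave 0 and 0 (the 2522 genes at an unadjusted p under 0.05 include no gene past the adjustment). The setting of DESeq2 on all 22 libraries (25 and 16) and that with no filter on low counts (24 and 16) fall within 1.5 times of both of the paper's counts. DESeq2 on the 8 libraries (12 and 11) does so for the 16 only. The others do not: edgeR on all 22 libraries gave 8 and 7, without placenta 8 it gave 6 and 6, and it gave 0 without the block, with RLE factors, at a fold of 1.5 and without placenta 4, 5 or 9. Of the added settings, the fit of placentae 4 and 5 put 15 of the 16 higher and all 9 lower past an adjusted p of 0.05. That of placentae 8 and 9 put 0 higher and 1 lower past it, and library set as a term 1 and 1.

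For *PSG1* in Table S3, the paper's fold is 2.4 and the ratio of mean shares of the reads, the scale on which that table matches, is −2.274 (fitted 1.063). Of the alternatives, 2 fitted ones have the paper's sign and lie within the spread between placentae (DESeq2 1.026 and RLE factors 1.055), and 10 have the opposite sign, from −1.038 fitted without the block to −2.622 by shares of the reads without placenta 1. *PSG1* shares sequence with its family, so its level is uncertain.

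The paper states that *PTPRC* was alike in the 3 cell types and below its cutoff, a mean of 10. Its level here was 17.5, 5.91 and 1.26 in EVT, CTB and vCTB, with EVT above CTB in 8 of 9 placentae. The mean in EVT thus lay above 10, but the gene had too few reads for edgeR's filter. Over which libraries the paper took its mean is not stated. The EVT column of Table S4 holds a 0 for 6 genes, which a fold cannot be, and these were left out. The paper's Tables 2, S3 and S6 give different folds for *PEG10*, *HLA-G* and *ERVFRD-1*; on the 2 scales the values found here were −204 and −324.2 for *PEG10*, 67.5 and 23.6 for *HLA-G*, and −136.3 and −326.3 for *ERVFRD-1* (fitted and by shares of the reads). The text counts fewer genes in Table S4 than the table lists, and the legend of Figure 2 gives a lower fold threshold than the text.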

Other observations

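The set tests here were planned, except that the fits by library set were added after the results were seen.

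Chance can be excluded for the count of genes between EVT and CTB: of 50 splits that part each pair, drawn from 256, only 1, the real one with 5035 genes, called as many, and the highest of the others called 0. Between CTB and vCTB the 8 splits that part each pair are too few for a share under 0.05; the real split and the highest of the others called 0 (all 8 as large). Of 32 splits that could be fitted, 14 put CTB of placentae 4 and 5 on 1 side; 12 of these, the real one among them, called 0 genes and 2 called 1001. Those 2 part the pairs of placentae 4 and 5 alone, where CTB and vCTB are of different library sets, so they point to a structure in which set and cell type are confounded.

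The remaining lists had these members past the test between EVT and CTB (higher and lower, the same when adjusted over the list alone): EVT genes 24 and 0 of 24 (median log2 fold change 5.28), interferon and antigen presentation 32 and 2 of 39 (2.14), WNT and NOTCH signaling 7 and 21 of 31 (−0.97), ribosomal proteins 3 and 23 of 40 (−0.25), housekeeping 9 and 3 of 15 (0.54), integrins 7 and 6 of 13 (0.98) and dissociation stress 10 and 8 of 24 (0.21). Camera with the preset correlation gave adjusted p of 1.44e-09, 1.79e-07, 0.0256, 0.0372, 0.144, 0.760 and 0.714 for them, and with an estimated correlation 0.314, 0.314, 0.186 and 0.668 for the first 4. The EVT list shares genes such as *PRG2* and *HLA-G* with Figure 2C, which were chosen from these libraries, so its counts are not independent evidence. *PSMB8* (4.11), *IFI27* (4.63) and *TAP1* (4.02) rose and *SOCS1* (−1.32) fell, and *B2M* rose by 3.03; *ZNRF3* (−5.32), *RNF43* and *NOTCH3* (−3.75) fell and *NOTCH2* (2.97) rose.

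Among further lists of other cells, smooth muscle and pericytes had 6 higher and 1 lower of 8 (1.27), endothelium 3 and 1 of 6 (1.13) and decidual glands 2 and 1 of 4 (0.89), with the same counts when adjusted over the list alone. Preset camera gave 0.165, 0.465 and 0.529. *MCAM*, at 12170 the most abundant gene of the smooth muscle list in EVT, is an EVT gene as well. The 13 genes of the mitochondrial genome are not in the count files.

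Between CTB and vCTB none of these lists had a member past edgeR over all genes. Adjusted over the list alone, 12 interferon genes were higher and 1 lower of 34, 9 fibroblast genes higher of 16, 4 decidual stroma genes higher of 9 and 5 genes of syncytial fusion lower and 1 higher of 16. The G2/M and E2F lists had medians of 0.07 and 0.09 there, with no member past the list alone.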
